# Transcriptomic analyses of bacterial growth on fungal necromass reveal different microbial community niches during degradation

**DOI:** 10.1128/aem.01062-24

**Published:** 2024-09-12

**Authors:** Jessica K. Novak, Peter G. Kennedy, Jeffrey G. Gardner

**Keywords:** carbohydrate active enzyme, *Cellvibrio japonicus*, *Chitinophaga pinensis*, *Hyaloscypha bicolor*, necromass, *Serratia marcescens*

## Abstract

Bacteria are major drivers of organic matter decomposition and play crucial roles in global nutrient cycling. Although the degradation of dead fungal biomass (necromass) is increasingly recognized as an important contributor to soil carbon (C) and nitrogen (N) cycling, the genes and metabolic pathways involved in necromass degradation are less characterized. In particular, how bacteria degrade necromass containing different quantities of melanin, which largely control rates of necromass decomposition *in situ*, is largely unknown. To address this gap, we conducted a multi-timepoint transcriptomic analysis using three Gram-negative, bacterial species grown on low or high melanin necromass of *Hyaloscypha bicolor*. The bacterial species, *Cellvibrio japonicus, Chitinophaga pinensis*, and *Serratia marcescens*, belong to genera known to degrade necromass *in situ*. We found that while bacterial growth was consistently higher on low than high melanin necromass, the CAZyme-encoding gene expression response of the three species was similar between the two necromass types. Interestingly, this trend was not shared for genes encoding nitrogen utilization, which varied in *C. pinensis* and *S. marcescens* during growth on high vs low melanin necromass. Additionally, this study tested the metabolic capabilities of these bacterial species to grow on a diversity of C and N sources and found that the three bacteria have substantially different utilization patterns. Collectively, our data suggest that as necromass changes chemically over the course of degradation, certain bacterial species are favored based on their differential metabolic capacities.

**IMPORTANCE:**

Fungal necromass is a major component of the carbon (C) in soils as well as an important source of nitrogen (N) for plant and microbial growth. Bacteria associated with necromass represent a distinct subset of the soil microbiome and characterizing their functional capacities is the critical next step toward understanding how they influence necromass turnover. This is particularly important for necromass varying in melanin content, which has been observed to control the rate of necromass decomposition across a variety of ecosystems. Here we assessed the gene expression of three necromass-degrading bacteria grown on low or high melanin necromass and characterized their metabolic capacities to grow on different C and N substrates. These transcriptomic and metabolic studies provide the first steps toward assessing the physiological relevance of up-regulated CAZyme-encoding genes in necromass decomposition and provide foundational data for generating a predictive model of the molecular mechanisms underpinning necromass decomposition by soil bacteria.

## INTRODUCTION

Ectomycorrhizal (ECM) fungi are major drivers of soil nutrient cycling in forest ecosystems worldwide (1–3). Through their extensive mycelial networks and diverse enzymatic capacities, ECM fungi scavenge nutrients from sources and spaces in soil that are largely inaccessible to plants (4, 5). These nutrients are then traded with plant hosts in exchange for photosynthetically derived sugars (6). This interaction ends with the death of either the plant or the ECM fungus, and the resulting organic material enters the brown food web as a substrate for decomposition. While carbon utilization and nutrient recovery from dead plant material by soil microbes are well characterized, much less known about microbial resource acquisition derived from dead ECM fungi (7, 8) despite previous knowledge that fungal necromass decomposition can be a significant contributor to soil carbon and nutrient cycling (9, 10).

It is hypothesized that fungal cell wall components are the major sources of carbon and nutrition available in necromass (11). The carbohydrate component of necromass includes β-glucans, α-chitin, and α-mannans, and these substrates possess β-1,3- and β-1,6-linked glucose, β-1,4-linked *N*-acetylglucosamine, and α-1,2-linked mannose, respectively (12). In terms of fungal cell wall structure, the outermost layer is often the thickest and largely comprised of α-mannans and β-glucans, with α-chitin deeper within the cell wall and closer to the membrane (13). Necromass also frequently contains melanin (14) which is a complex polymer derived from 3,4-dihydroxyphenylalanine (DOPA) that is intermeshed among the polysaccharides of the fungal cell wall (15–17). Notably, previous studies on fungal cell wall degradation found that a high melanin content slowed the decomposition rate because it limited access to polysaccharides and/or disrupted the membrane of the microbial decomposers (18, 19).

In this study, we used the necromass of *Hyaloscypha bicolor,* formerly known as *Meliniomyces bicolor* (20). The rationale of using this fungus is that it can be naturally manipulated to have either low or high melanin phenotypes (21), which have been consistently demonstrated to have different rates of decay (22, 23). Previous work on *H. bicolor* degradation by bacterial decomposers found changes in the necrobiome community based on melanin content, stage of decay, and the associated plant host (21). The dominating bacterial decomposers included genera such as *Chitinophaga, Pseudomonas, Cellvibrio, Burkholderia,* and *Luteibacter* (21). However, identifying the contribution of individual bacterial genera to fungal cell wall degradation has been understudied (24). Consequently, there is a need to investigate the saccharifying capabilities of necromass-degrading bacteria to assemble a working model of *H. bicolor* decomposition that includes in both spatial and temporal aspects.

To begin our study, we measured the growth and gene expression of three bacterial species using both high and low melanin phenotypes of *H. bicolor* necromass. The bacterial species (*Cellvibrio japonicus* Ueda107*, Chitinophaga pinensis* DSM2588*,* and *Serratia marcescens* PIC3611) were selected because they are proficient polysaccharide degraders, and members of these three genera have been previously identified as being associated with decaying necromass *in situ* (21). Another shared characteristic of these genera is their expansive suite of carbohydrate-active enzymes (CAZymes), which are able to hydrolyze the diverse glycosidic linkages found in fungal cell wall polysaccharides (25–28). Examples of CAZymes required for fungal cell wall degradation include glycoside hydrolases (GHs), lytic polysaccharides monooxygenases (LPMOs), and carbohydrate esterases (CEs) (29–31).

By assessing the gene expression of each bacterial species grown on *H. bicolor* necromass, we identified CAZyme-encoding gene targets with likely physiological importance for necromass decomposition. Additionally, comparing the growth dynamics and expression responses of the three bacterial species on high vs low melanin *H. bicolor* necromass helped explain the decelerated decay rate of high melanin necromass. In terms of growth capabilities, we found that the bacterial growth rates were generally slower on high melanin necromass and often resulted in a lower final cell density. However, the CAZyme-encoding gene expression responses were almost identical for all three species on both the high and low melanin necromass. These gene expression analyses also revealed that *C. pinensis* gene expression was regulated both temporally and by substrate, whereas *C. japonicus* and *S. marcescens* CAZyme gene expression was largely regulated by substrate. Furthermore, we performed a phenotypic microarray to identify substrate utilization for each bacterial species on 190 carbon sources and 95 nitrogen sources and found that *S. marcescens* is metabolically active on a much broader array of sole nitrogen sources compared to the other two strains. Overall, our results identified distinct bioconversion differences among the bacterial species, which aided in the generation of a model for necromass degradation by bacteria.

## MATERIALS AND METHODS

### Necromass preparation

*Hyaloscypha bicolor* (formerly *Meliniomyces bicolor*) cultures were grown on half-strength potato dextrose (PD; HiMedia Laboratories, PA, USA) agar plates covered with gel drying film (Promega, WI, USA). *H. bicolor* cultures were maintained at 23°C in the dark for 3 weeks. Mycelial plugs were transferred to liquid PD broth with pH adjusted to 5 using 10% HCl. Cultures were grown in 125 mL flasks filled with either 40 or 110 mL for low and high melanin biomass, respectively. The cultures were then grown in shaking incubators (120 RPM for low melanin and 150 RPM for high melanin) for 30 days at 25°C. *H. bicolor* mycelium were then harvested in bulk onto sterile sieves and rinsed with sterile deionized water. Next, the mycelium of each melanization level was homogenized using a sterilized mortar and pestle, transferred to sterile 50 mL centrifuge tubes (Fisherbrand, PA, USA), and stored at −80°C overnight. Tubes were then placed into a benchtop Freeze Dryer (Labconco, NH, USA) for 3 days at −50°C under vacuum to create the necromass used in this study.

### Bacterial growth conditions

*C. japonicus* Ueda107*, C. pinensis* DSM2588*,* and *S. marcescens* PIC3611 strains were grown in MOPS-defined media (TekNova #M2106), supplemented with 1.3 mM phosphate and 0.2% (wt/vol) glucose per manufacturer’s instructions. Strains propagated in liquid culture were grown at 30°C with high aeration (200 RPM) as done previously (32). Plate media was solidified with 1.5% (wt/vol) agar. Strains used for growth analyses were grown overnight in 5 mL MOPS-glucose broth until full density was reached (OD_600_ ~1.5), then diluted 1:100 into MOPS-defined media containing 1.3 mM phosphate and either high or low melanin necromass at a concentration of 1% (wt/vol). The insoluble necromass was contained in 90 µm nylon mesh bags (The Press Club #B079S6JNQW). The necromass was autoclaved in deionized water (30 min steam cycle; 121°C, 16 psi) and then rinsed twice with sterile deionized water before use in growth experiments.

### Transcriptome sampling and analysis

Transcriptome sampling was conducted as previously described (32). Briefly, cultures were grown in 500 mL flasks in biological triplicate with MOPS-defined media and either 0.2% (wt/vol) glucose or 1% (wt/vol) necromass. Optical density (OD_600_) measurements were taken to capture the growth dynamics of the three bacterial species on each substrate over 4 days. Sampling occurred during the mid-exponential growth and stationary phase, where cultures that reached mid-exponential growth at OD_600_ ≥ 0.1, then 35 mL of culture was aseptically collected and added to 5 mL phenol:ethanol (5:95; vol/vol) to stop metabolism. In cultures with mid-exponential growth OD_600_ ≤ 0.1, 70 mL of culture as added to a 10 mL phenol:ethanol (5:95 vol/vol) to ensure sufficient cell mass was obtained. The metabolically stopped cell suspensions were then immediately centrifuged at 8,000 × *g* for 5 min at 4°C. Supernatants were removed, and cell pellet was flash-frozen in a dry ice and ethanol bath for 5 min before storage at −80°C. Frozen cell pellets were sent to Azenta (South Plainfield, NJ) for mRNA extraction, mRNA QA, cDNA library preparation, and RNAseq. All samples had an RIN above 8.0 during QA. Sequencing used an Illumina HiSeq and generated ~350 M pair-end (2 × 150 bp), single index reads, and ~90% of bases > Q30 with a mean quality score >35. The raw FASTQ files were quality checked, aligned to existing genomes, and analyzed for differential expression using the Galaxy platform (33). Unless otherwise noted below, default parameters were in all analysis tools used except in cases where strandedness was specified (all RNAseq data were unstranded). Briefly, RNAseq data were concatenated using the concatenate data sets: tail-to-head (cat) tool (34). Transcript quality was tested using FastQC, which indicated read trimming was unnecessary for any of the files (35). Transcripts were next aligned to their respective reference genomes using the HISAT2 tool (36) and quantified using the htseq-count tool (37). Reference genome files for *C. japonicus* Ueda107 (ASM1922v1) and *C. pinensis* DSM2588 (ASM2400v1) were obtained from ENSEMBLE, while that for *S. marcescens* PIC3611 was retrieved from NCBI Refseq (ASM2260299v1). Due to the differences in reference genome sources, the *S. marcescens* files required a parameter change in the htseq-count “feature type” from “gene” to “exon.” Differential gene expression using DESeq2 compared exponential growth of the experimental condition (either high or low melanin necromass) to that of glucose exponential growth, necromass stationary phase to that of glucose stationary phase, and necromass exponential growth to necromass stationary phase (38).

### Phenotypic microarray assay

Carbon and nitrogen utilization assays were completed by BioLog (Newark, DE) on a fee-for-service basis. Experiments were performed in biological triplicate in MOPS-defined media at 30°C for 24 h in a 96-well assay plate format using methods similar to those previously published (39, 40). A comprehensive list of all carbon and nitrogen sources tested can be found in Tables S24 to S26.

### Thermochemolysis-gas chromatography-mass spectrometry

*H. bicolor* necromass with an intermediate level of melaninization underwent thermochemolysis-GCMS (pyGCMS) to assess its biological makeup as previously described (23). Briefly, ca. 15 mL of tetramethylammonium hydroxide (TMAH) was added to 140–150 µg of ground and dried necromass. Samples were heated to 300°C at a rate of 720°C/min in a Gerstel Thermal Desorption Unit and immediately introduced into the GC column (HP-5MS, 30 m × 0.250 mm, 0.25 mm film thickness). The GC-oven (Agilent Technologies, 7890B, Santa Clara, CA, USA) was heated from 50°C to 320°C over 55 min and held at 320°C for 10 min. Molecules were ionized in an Agilent Technologies 5977A mass spectrometer by electron ionization with a voltage of 70 eV. The generated peaks were classified as aromatics, carbohydrates, lipids, nitrogen-containing, sterols, or compounds of unspecified origin by their mass spectra using Agilent ChemStation software (standard runs) and the NIST library. The N-containing fragments included proteins and amino sugars and, therefore, include N-containing chitin fragments. Single ion monitoring (SIM) was performed by Agilent MassHunter software, and the relative abundances of each compound were calculated using a MATLAB script.

## RESULTS

### Growth analyses

The three bacterial species were first grown on glucose, where minor growth variances were observed (Fig. S1**;** Table S1). *C. japonicus* had the fastest growth rate, shortest lag phase, and highest final cell density when provided glucose as the sole carbon source. Alternatively, *C. pinensis* and *S. marcescens* shared similar growth rates, with the former reaching a higher final cell density.

All three species were next grown on high and low melanin necromass to assess the growth variances between the two substrates and relative to a glucose growth baseline. *C. pinensis* had the shortest lag phase among the three species when growing on necromass (Fig. 1; Table S2), but the precise length of time in the lag phase could not be determined for *C. pinensis* on low melanin necromass due to its fast growth and gaps in sampling due to the design for protracted growth experiments. *C. pinensis* also had the highest final cell density on low melanin necromass and shared the highest final cell density on high melanin necromass compared to *S. marcescens* and *C. japonicus*. In a comparison of the growth dynamics on both necromass types, *C. pinensis* grew nearly twice as fast on the low than high melanin necromass and reached a higher cell density.

**Fig 1:**
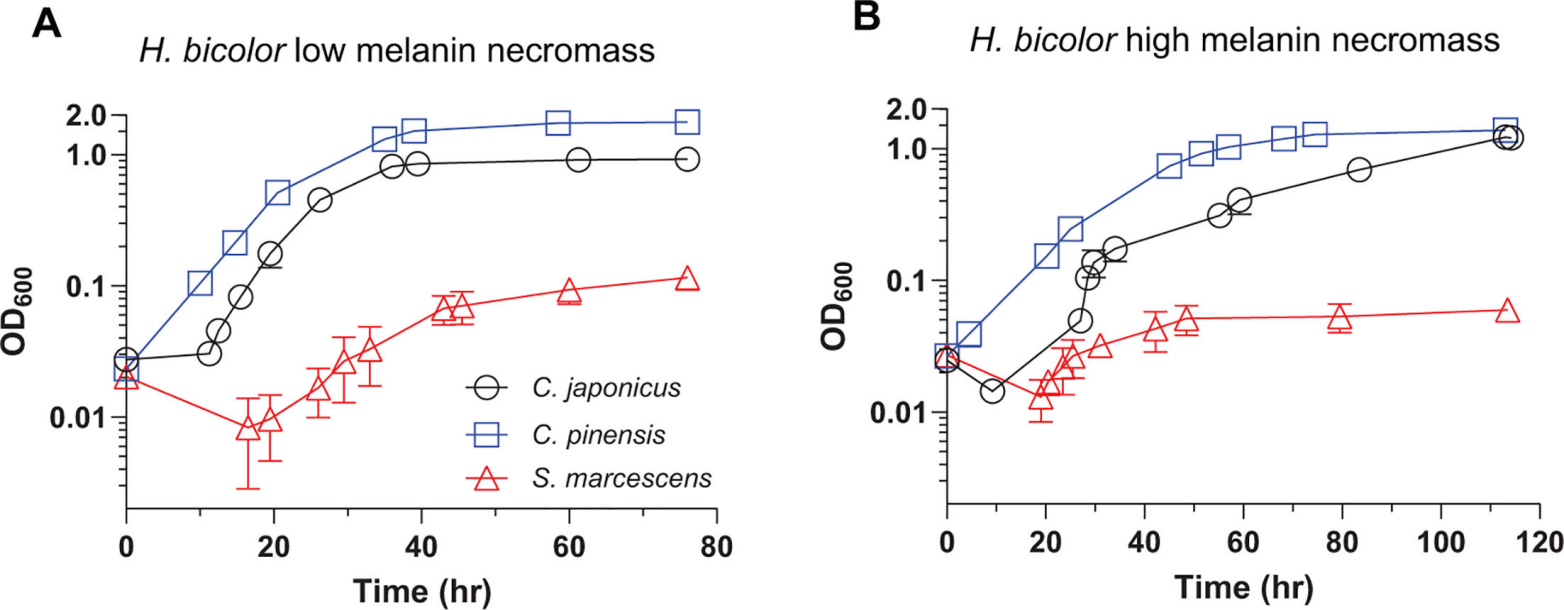
Growth analyses of *C. japonicus, C. pinensis,* and *S. marcescens* when provided MOPS minimal media supplemented with either (**A**) 1% (wt/vol) low melanin *H. bicolor* necromass or (**B**) 1% (wt/vol) high melanin *H. bicolor* necromass as the sole carbon sources. All growth experiments were completed in biological triplicate, with error bars representing standard deviations, although some are too small to be observed. Growth analyses were measured using test tubes and a spectrophotometer (Milton Roy Spec20D+). It should be noted that the growth analyses for each strain were conducted on different days, and timepoints were taken at different intervals in order to best capture the growth dynamics of each strain on both substrates. Such data were overlayed on one graph for each substrate to compare growth dynamics between species.

*C. japonicus* had a relatively consistent growth rate on low melanin necromass compared to high melanin necromass (Fig. 1; Table S2). Intriguingly, the growth dynamics of *C. japonicus* on high melanin necromass had several irregular phases of growth. Specifically, the exponential growth phase was rapid and only spanned roughly 5 h (OD_600_ 0.03–0.2), while the transition into the stationary phase lasted roughly 75 h (OD_600_ 0.2–1.0). Furthermore, the stationary phase was reached much sooner on the low melanin necromass at 40 h as opposed to the 100+ h on high melanin necromass.

Of the three species, *S. marcescens* exhibited the poorest growth on both necromass types, with comparatively very low final cell densities (Fig. 1; Table S2). However, the growth of *S. marcescens* on low melanin necromass had a final cell density that was double the final cell density on high melanin necromass. *S. marcescens* also maintained exponential growth on low melanin necromass for twice the time compared to high melanin necromass*,* albeit with a slower growth rate.

### Transcriptomic analyses—carbon and nitrogen utilization

#### Baseline gene expression profiles using glucose

Before conducting gene expression analyses for all three species on necromass, we identified genes with growth rate-controlled expression by comparing the RNAseq data of each strain grown on glucose during exponential growth compared to the stationary phase. 

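The glucose comparison covers 3 libraries of *C. pinensis* and 3 of *S. marcescens* in each growth phase, from biological triplicates. Whether both phases were sampled from the same cultures is not stated. *C. japonicus* on glucose is not analysed here. The authors aligned the reads with HISAT2, counted them per gene with htseq-count and tested the counts with DESeq2, while the values used here are the TPM of each gene in each library. Genes with a mean of at least 1 TPM over the 6 libraries of a comparison were fitted as log2(TPM + 1) with limma, and a gene was called at an adjusted p under 0.01 with a log2 fold change of at least 1 in either direction. The TPM of a library always sum to the same total, so a few abundant RNAs that rise lower the TPM of every other gene. The values of single genes are therefore log2 fold changes relative to the median gene of the same comparison, with the standard error in parentheses, and genes called are counted both in the TPM as they stand and relative to the median gene. A gene is said to have risen or fallen where it was called relative to the median gene, and a call that the TPM as they stand do not give is marked. Lists of genes are counted relative to the median gene unless stated, and tested with camera in the TPM as they stand. In every gene said to have risen or fallen, the 3 libraries of one group lay on one side of the 3 of the other in the TPM as they stand, unless stated. For genes picked by the size of their change this was a condition of the pick, so it adds no evidence. TPM keep no count of reads, so the precision that depth gives each gene is not known here.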

The stationary phase was used as the reference condition for this analysis to maintain focus on the response of metabolically active cells. Since this type of analysis has already been reported in *C. japonicus* (41, 42)*,* our assessment initially focused on *C. pinensis* and *S. marcescens*. The comparative expression data are reported here as “Substrate GrowthPhase vs Substrate GrowthPhase” (e.g., Glc EXP vs Glc STA). These abbreviations indicate that the gene expression data are reflective of the former condition (e.g., Glc EXP) when compared to the latter condition (e.g., Glc STA). The supplementary tables containing differential gene expression data were filtered to only include the expression values when the *P*-value was significant at a level of <0.01. Therefore, genes that are absent from some tables (but not others) are due to removal because of a non-significant *P*-value. The predicted activity of CAZyme-encoding genes in *C. pinensis* DSM2588 was determined based on the annotated genome from EnsemblBacteria and previous proteomic studies (43). The predicted CAZyme-encoding genes for *S. marcescens* PIC3611 were determined by the annotated genome from NCBI (44). In total, *C. pinensis* has 357 CAZyme-encoding genes, while *S. marcescens* has 113.

In *C. pinensis*, a comparison of the gene expression response on glucose during exponential growth compared to the stationary phase showed upregulation of more than 2,000 genes (27% of the genome). 

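The alkyl hydroperoxide reductase family gene *cpin_3085* rose by 6.38 (standard error 0.16, adjusted p = 1.94e-07) in exponential growth. The TonB-dependent receptor genes *cpin_6880* and *cpin_1552* and the RagB/SusD gene *cpin_1551* rose by 5.88, 4.50 and 4.11. Transcripts of ribosomal protein and ATP synthase genes rose as well, with 48 of 51 (*rplD* 3.32 (0.39)) and 8 of 8 (*atpH* 3.53 (0.38)) called. So did those of the chaperone genes *groL* (2.50) and *dnaK* (1.89) and the TCA cycle gene *sucC* (1.72). In the other direction, the type VI secretion gene *tssD* fell, at -7.46 (standard error 0.54, adjusted p = 2.28e-05), and the neighbouring genes *cpin_5305* (PfaD family) and *cpin_5306* (NusG factor) fell as well, at -5.92 and -6.07. Of 6742 genes tested with limma, 1784 were called higher and 971 lower in exponential growth; the median gene was 0.31 higher, and relative to it 1251 were higher and 1311 lower. Against all other genes (camera), the ribosomal protein list moved up with an adjusted p of 1.33e-09, but with an adjusted p = 0.417 with an estimated correlation between its genes, and none of the 12 lists tested in this comparison held its call with that correlation. Chaperones (5 of 5), TCA cycle genes (3 of 5) and nitrogen assimilation genes (6 of 8, or 7 adjusted over the list alone) were called higher, amino acid degradation in 1 of 7, and 2 of 4 glyoxylate and gluconeogenesis genes lower.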

The top 50 upregulated genes predominantly encoded proteins with functions in nutrient acquisition. This included genes which encode a variety of predicted functions such as transport, carbohydrate binding, glycoside hydrolysis, and nitrogen metabolism (Table S3). In terms of nitrogen utilization, the up-regulated genes encoded a glutamate-ammonia ligase (*cpin_7211*), glutamate synthetase (*cpin_1662*), threonine dehydratase (*cpin_1924*), histidine ammonia-lyase (*cpin_1853*), and two glutamate synthases (*cpin_0731* and *cpin_0730*). Additionally, among the upregulated genes were 67 predicted CAZyme-encoding genes (19% of total in genome). 

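The glutamate-ammonia ligase gene *cpin_7211* rose with growth by 3.52 (standard error 0.13, adjusted p = 1.07e-06). The gene *cpin_1662*, the more abundant of the pair at 1648 against 181 TPM, rose by 2.87 (standard error 0.11, adjusted p = 1.65e-06). The threonine dehydratase gene *cpin_1924* rose by 2.40 (0.22) and the histidine ammonia-lyase gene *cpin_1853* by 1.67 (0.14). The glutamate synthase genes *cpin_0731* and *cpin_0730* rose by 1.81 (0.18) and 1.57 (0.17). Urease followed the same course, with *ureC* at 2.35 and *ureG* at 2.32, although the paper does not discuss these genes. All 6 of the genes named passed limma's test over all genes, and as many when adjusted over the list alone; the study chose them from these libraries, so the latter is no independent evidence. As a set against all other genes, their adjusted p was 0.00525 (camera), and 0.417 with an estimated correlation.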

While all the listed CAZyme-encoding genes for *C. pinensis* are computationally predicted, not all have experimentally confirmed activities. The predicted gene products were diverse in putative activity and included mannanases, chitinases, arabinanases, cellulases, and pectinases (Fig. 2). The predicted CAZyme-encoding genes that exhibited the highest fold-change in expression during exponential growth (among the top 50 upregulated genes; ≥3.5-fold log_2_) were three glucanase-encoding genes (*cpin_6735, cpin_6736,* and *cpin_6737*), one chitinase-encoding gene (*cpin_5260*), and one α-mannanase-encoding gene (*cpin_4822*). 

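The glucanase genes *cpin_6735* and *cpin_6736*, both of glycoside hydrolase family 30, rose by 3.46 (standard error 0.12, adjusted p = 7.35e-07) and 3.88 (standard error 0.13, adjusted p = 6.82e-07), and *cpin_6737* of family 16 by 3.90 (standard error 0.12, adjusted p = 5.87e-07). Transcript of *cpin_6736* averaged 123 against 5.75 TPM. The chitinase gene *cpin_5260*, annotated as a beta-N-acetylhexosaminidase, rose by 3.34 (standard error 0.12, adjusted p = 1.07e-06). Next to the glucanases, the transport genes *cpin_6739* (RagB/SusD domain) and *cpin_6740* (TonB-dependent receptor) rose by 4.46 (0.10) and 4.81 (0.10), and *cpin_6738* by 4.10 (0.15). Of the 13 genes from *cpin_6730* to *cpin_6742*, 8 passed limma's test, all of them upward and as many when adjusted over the list alone, while *cpin_6731* to *cpin_6734* and *cpin_6742* did not (-0.76 to -0.21). Their adjusted p as a set was 0.0122 (camera), a call that is lost with an estimated correlation. From this comparison of phases on glucose, the paper identifies genes whose expression follows the growth rate.

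**Figure D1:**
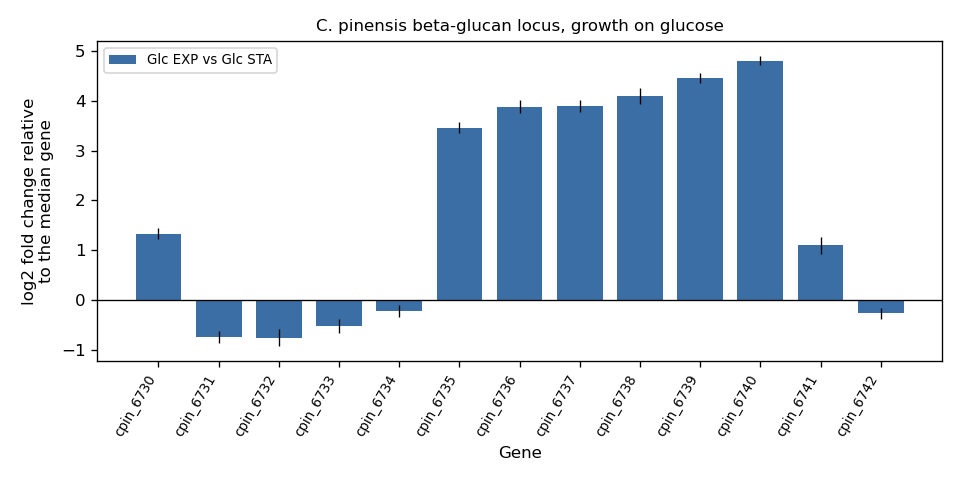
*C. pinensis* genes *cpin_6730* to *cpin_6742* on glucose, exponential against stationary phase: log2 fold change relative to the median gene, with standard errors (3 libraries per group).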

The three glucanase-encoding genes are part of a predicted polysaccharide utilization locus (PUL), wherein *cpin_6737* has a four base-pair overlap with *cpin_6736,* and *cpin_6735* is 22 base pairs down-stream from *cpin_6736* (45). Additionally, *cpin_4822* is predicted to be part of a different PUL; however, the neighboring α-mannanase-encoding gene (*cpin_4820*) was far less expressed.

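Transcript of the alpha-mannanase gene *cpin_4822* rose by 1.51 (standard error 0.16, adjusted p = 0.000117), at a low level of 3.28 against 0.211 TPM, a level at which the 1 added to TPM holds its fold down. Its neighbour *cpin_4820*, annotated as an alpha-1,2-mannosidase, rose by 1.16 (standard error 0.14, adjusted p = 0.000192) and was the more abundant of the pair at 13.3 against 4.17 TPM. With 5 in place of 1 added, neither was called (0.67 and 0.997 in the TPM as they stand). Among the 13 CAZyme-encoding genes that the paper names for *C. pinensis*, 9 passed limma's test upward on glucose, and as many when adjusted over the list alone. The locus from *cpin_2184* to *cpin_2192* had 2 of 7 measured genes called higher (1 adjusted over the list alone). The camera adjusted p was 0.00396 for the named CAZyme-encoding genes, a call that is lost with an estimated correlation (0.417), and 0.146 for that locus.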

**Fig 2:**
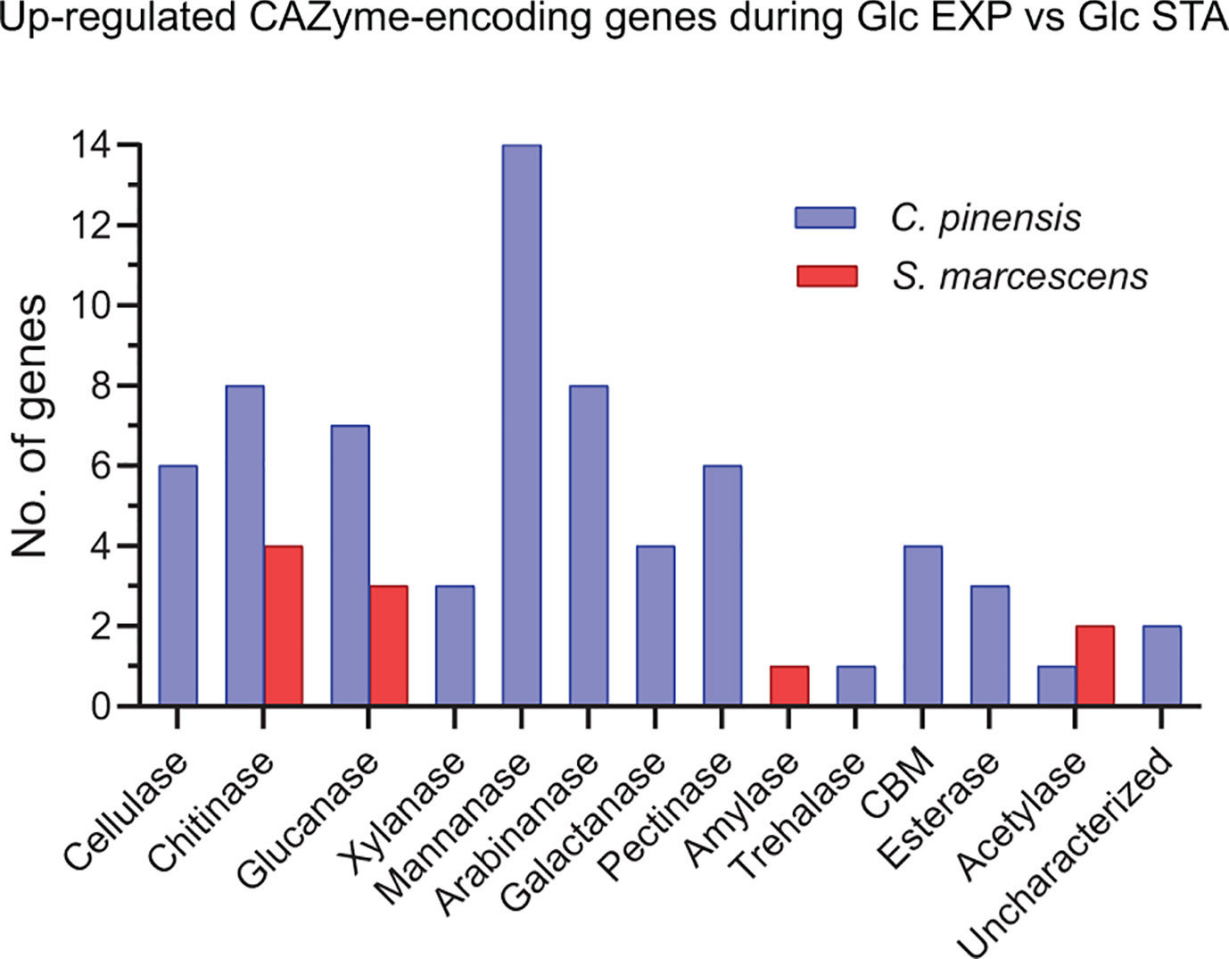
Upregulated *C. pinensis* and *S. marcescens* CAZyme-encoding genes grown on glucose during exponential growth compared to the stationary phase. Upregulated *C. pinensis* CAZyme-encoding genes are displayed in blue and those relating to *S. marcescens* are displayed in red. Genes which encode carbohydrate-binding modules are abbreviated as CBM.

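In exponential growth on glucose, *S. marcescens* raised genes of ribosomal proteins and ATP synthase and lowered genes of amino acid degradation. The ATP synthase genes *atpG* and *atpA* rose by 5.05 (standard error 0.12, adjusted p = 4.03e-10) and 4.73 (0.10), and the ribosomal protein genes *rpsS* and *rplD* by 5.20 (standard error 0.14, adjusted p = 7.24e-10) and 5.07 (0.14). The phenylacetate genes *paaB* and *paaA* fell, at -10.20 (standard error 0.43, adjusted p = 1.14e-08) and -9.07 (0.25), the arginine catabolism genes *astC* and *astA* at -5.17 (0.13) and -4.68 (0.20), the histidine catabolism genes *hutU* and *hutH* at -6.45 (0.15) and -5.79 (0.13), and the stress genes *uspA_1*, *cstA* and *dps* at -8.32 (0.25), -6.35 (0.15) and -3.48 (0.17). The TCA cycle genes *sucC*, *icd* and *acnB* rose by 3.04, 2.80 and 2.75, but *acnA* fell, at -3.02. With limma, 2010 of 4726 genes were called higher and 859 lower; the median gene was 0.74 higher, and relative to it 1389 were higher and 1361 lower. By list, 39 of 47 ribosomal protein genes, 9 of 9 ATP synthase genes and 12 of 16 TCA cycle genes were called higher, and 13 of 16 amino acid degradation genes and 7 of 10 stationary phase markers lower; 2 ribosomal protein and 2 TCA cycle genes were called lower, and 1 amino acid degradation gene higher. The adjusted camera p ran from 6.4e-09 for the ribosomal list to 0.00684 for the markers, and no list kept its call with an estimated correlation (ribosomal list 0.497, amino acid degradation 0.0905). Lists of chaperones, siderophore uptake, oxidative stress, TonB-dependent receptors and glyoxylate shunt genes went both ways relative to the median gene (adjusted p 0.406 to 0.929), though 0 chaperones and 0 TonB-dependent receptors were lower in the TPM as they stand.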

In *S. marcescens,* a comparison between growth phases on glucose elicited upregulation of more than 1,400 genes (26% of the genome). Among the top 50 up-regulated genes were products that largely confer motility, transport, and response regulation (Table S4). 

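Flagellar genes rose as well, with *flgE* at 7.19 (standard error 0.24, adjusted p = 3.04e-09) and 1009 against 3.14 TPM, *flgB* at 6.78 (0.27), *flgC* at 5.99 (0.27), *flgF* at 5.84 (0.26) and *flgG* at 5.78 (0.25). Of 45 flagellar and chemotaxis genes measured, 43 were called higher with limma, with a median of 3.68. The gluconate kinase gene *gntK_1*, the ferritin gene *ftnA* and the thiamine gene *thiF* rose by 6.26 (0.26), 6.25 (0.22) and 5.98 (0.26). The branched-chain amino acid binding protein gene *livJ_1* fell, at -8.58 (0.26). The adjusted p of the flagellar list was 1.54e-07 against all other genes (camera) but 0.497 with an estimated correlation. Symbols of *S. marcescens* genes on glucose are those of the deposited table, whose identifiers could not be paired with the L8N14 numbers.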

In terms of nitrogen utilization, *S. marcescens* elicited upregulation of seven genes during exponential growth on glucose. The genes and their predicted products included the small subunit of nitrite reductase (*L8N14_21965*), a nitrogen regulation protein NR(I) (*L8N14_23630*), glutamine synthetase (*L8N14_12535*)*,* glutamine amidotransferase (*L8N14_00130*), carbon-nitrogen hydrolase (*L8N14_05810*)*,* aspartate ammonia-lyase (*L8N14_17335*), and threonine ammonia-lyase (*L8N14_21270*). 

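The glutamine synthetase gene *glnA* rose by 5.62 (standard error 0.16, adjusted p = 9.28e-10), averaging 1155 against 13.1 TPM. The gene of the nitrogen regulator NR(I), *ntrC*, rose by 1.56 (standard error 0.15, adjusted p = 5.73e-06) and its partner *glnL* by 1.43 (0.15). The aspartate ammonia-lyase gene *aspA* fell, at -3.24 (standard error 0.10, adjusted p = 1.36e-09). No change was called by limma for the nitrite reductase and transporter genes *nirD* (0.54 (adjusted p = 0.411)), *nirC* (0.17) and *nasD* (-0.64, above 0 in the TPM as they stand), nor for the threonine ammonia-lyase genes *ilvA* (0.29 (adjusted p = 0.02), called higher in the TPM as they stand) and *tdcB* (0.11 (adjusted p = 0.637)). Of 23 nitrogen assimilation genes, 9 were called higher and 6 lower relative to the median gene, but 12 higher and 0 lower in the TPM as they stand. These symbols were taken as the genes of the products named once the table had been seen; whether each is the gene behind the paper's L8N14 number is not known.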

During growth on glucose, *S. marcescens* upregulated few computationally predicted CAZyme-encoding genes. Only 10 differentially expressed CAZyme-encoding genes (9% of total in genome) were identified and included glucanases, chitinases, carbohydrate deacetylases, and an amylase (Fig. 2). 

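On glucose the polysaccharide deacetylase family gene *arnD* rose by 3.31 (standard error 0.13, adjusted p = 8.58e-09), while *pgaB*, another of that family, fell, at -2.13 (0.43). The chitinase gene *chiA1* fell, at -1.66 (standard error 0.26, adjusted p = 0.000176), and like *pgaB* was not called in the TPM as they stand. The other chitin genes, *chiA* (-1.08 (adjusted p = 0.0288)), *chiB* (-1.70 (adjusted p = 0.0727)) and *chb* (-1.09 (adjusted p = 0.0182)), were not called. The amylase gene *amyA* fell, at -3.52 (standard error 0.14, adjusted p = 9.81e-09), and the phospho-beta-glucosidase gene *bglA* lay 0.87 above the median gene, short of the fold change required, which it met in the TPM as they stand. The same limit on pairing symbols with the paper's genes applies, and the symbols were picked once the table had been seen.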

The most upregulated CAZyme-encoding genes (among the top 50 upregulated genes; >2-fold log_2_) encoded a polysaccharide deacetylase, two chitinases, phospho-β-glucosidase, and polysaccharide deacetylase with 3.2-, 3.1-, 2.7-, 2.4-, and 2.0-fold expression change (log_2_), respectively.

While *C. japonicus* analysis of CAZyme-encoding gene expression during exponential growth using glucose vs stationary phase was previously conducted, the upregulated nitrogen utilization-encoding genes were not discussed. Our analysis of those previously published data identified the upregulation of six nitrogen utilization-encoding genes that included glutamate dehydrogenase (*gdhA*), glutamine synthetase (*glnA*), glutamate synthase (*gltD*), threonine-ammonia lyase (*ilvA*), glutamine-dependent NAD + synthetase (*adgA*), and nitroreductase (*cja_1559*).

#### CAZyme gene expression during growth on high and low melanin necromass

As a complement to the growth analyses, we conducted a transcriptomic study to better characterize bacterial *H. bicolor* decomposition. 

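The necromass data hold 3 libraries of each species in each phase on each necromass type, 36 in all, of which the *C. pinensis* cultures are compared with the glucose cultures of that species. For *S. marcescens* the glucose and necromass tables carry different gene identifiers, none of them shared, so only comparisons among necromass cultures are made for it. *C. japonicus* genes are given by identifier only, as no names are paired with them. The unit is TPM in every library, and each value is read relative to the median gene of its comparison. That step matters more here than on glucose: in the stationary phase on low melanin necromass the 10 most abundant *C. pinensis* genes took 73.1% of all TPM on average, against 36.3% in exponential growth on the same necromass.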

All RNAseq data underwent differential gene expression analysis using comparisons to glucose or opposing growth phases to identify physiologically relevant CAZyme-encoding genes, an approach that has been done previously (15, 16). The primary observation made from these results was that CAZyme-encoding gene expression for all three bacteria was almost identical for both types of necromass (Tables S5 to S22). 

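For *C. pinensis* in exponential growth, the fungal cell wall genes *chiA* (-0.11 (adjusted p = 0.841)), *chiB* (-0.65 (adjusted p = 0.26)), *glu16A* (-0.69 (adjusted p = 0.268)) and *cpin_2580* (-0.15 (adjusted p = 0.827)) did not differ between low and high melanin necromass by limma's test, nor did *cpin_5109* (0.69 (adjusted p = 0.0655)). The gene *cpin_1779* did differ, lower on low melanin necromass at -2.97 (standard error 0.26, adjusted p = 0.000529). All 13 genes of the beta-glucan locus lay lower there relative to the median gene (-1.11 to -0.46; camera adjusted p 5.06e-09, or 0.252 with an estimated correlation), and limma called 3 of them, *cpin_6741* at -1.11 (standard error 0.11, adjusted p = 0.000834), *cpin_6732* at -1.07 (0.15) and *cpin_6740* at -1.01 (0.10); in the TPM as they stand only *cpin_6741* was called, and was not without any 1 of 4 libraries. In *S. marcescens* the CBM gene L8N14_01950 was lower on low melanin necromass in both phases, at -1.18 (standard error 0.17, adjusted p = 0.00167) and -2.41 (0.23), and in the stationary phase the chitinase gene L8N14_01905 (-1.68 (standard error 0.17, adjusted p = 2.72e-05)) and the monooxygenase gene L8N14_14090 (-1.31 (standard error 0.30, adjusted p = 0.00951)) were too, the last of them not called with quantile normalization (-1.20). Across 6718 *C. pinensis* genes, 139 were higher and 90 lower on low melanin necromass in exponential growth, or 107 and 124 relative to a median gene at 0.08; in total 103, 109 and 123 were called without NecLo replicate 2, 3 or 1, and 341 without NecHi replicate 3. The stationary phase gave 8 and 1, or 19 and 0 relative to a median gene at -0.67 (981 at an unadjusted p under 0.05), with totals of 380 without NecLo replicate 1 and of 4 and 3 without NecHi replicates 1 and 3. For *S. marcescens* the counts were 56 and 63 in exponential growth (median -0.07, then 60 and 50) and 64 and 481 in the stationary phase (median -0.64, then 164 and 109), the latter 151 to 1675 in total when single libraries were left out. *C. japonicus* gave 37 and 49 in exponential growth (median 0.11, then 24 and 54) and 584 and 99 in the stationary phase (median 0.52, then 126 and 217). Of the 13 named *C. pinensis* CAZyme-encoding genes, 1 was called in exponential growth, and 0 in the stationary phase (4 adjusted over the list alone), with camera adjusted p of 0.000399 and 0.00504 that are lost with an estimated correlation (0.252 and 0.664).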

Given that low melanin necromass possesses greater proportions of carbohydrates than high melanin necromass (23), below we report the results for CAZyme-encoding gene expression only for that necromass type. However, graphical representations of CAZyme-encoding gene expression for each species on high melanin necromass are presented in Fig. S2. Notably, several of the discussed CAZyme-encoding genes are only computationally predicted and not yet biochemically confirmed. CAZyme-encoding genes that are described as “uncharacterized” are, therefore, predicted hydrolases that have not been classified into a specific family of glycoside hydrolase or esterase.

#### *C. pinensis* CAZyme-encoding gene expression is regulated both temporally (exponential vs stationary phase) and by substrate (necromass vs glucose)

Our *C. pinensis* transcriptome analysis during growth on glucose in exponential growth compared to the stationary phase found that 33% of *C. pinensis* CAZyme-encoding genes were regulated temporally. Comparison of the transcriptomic data for exponential growth on low melanin necromass compared to glucose (NecLo EXP vs Glc EXP) also identified CAZyme-encoding genes with substrate-induced expression. This latter comparison identified 1,150 significantly upregulated genes, with 41 being CAZyme-encoding genes (*P*-value < 0.01) (Fig. 3A). 

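The TonB-dependent receptor genes *cpin_1886* and *cpin_6368* rose on low melanin necromass by 7.65 (standard error 0.23, adjusted p = 1.36e-08) and 7.01 (0.13), and the RagB/SusD gene *cpin_6367* by 6.64 (0.13). The fibronectin type III gene *cpin_0334* rose by 6.51 (0.13). The thiamine synthesis genes *thiC* and *cpin_0624* fell on necromass, at -5.16 (standard error 0.11, adjusted p = 3.42e-09) and -5.70 (0.19), as did 2 other receptor genes of that class, *cpin_6547* (-6.24 (0.16)) and *cpin_1460* (-4.80 (0.11)) and the aldo/keto reductase gene *cpin_6755* (-5.18 (0.12)). Of 6758 genes, 978 were called higher and 480 lower with limma; the median gene was -0.05, and relative to it 1011 were higher and 452 lower. In the high melanin comparison, 987 were higher and 814 lower of 6745 (relative to a median gene at -0.13, 1092 and 623). The fold changes of both comparisons correlated at r = 0.890 across 6697 genes, with a covariance of 1.371. Simulated noise with no response in any group, sharing only the glucose libraries, gave r = 0.498 (0.459 to 0.546) and a covariance of 0.0351. That r holds for noise alone, so it is no bound for genes that do respond. Genes are not independent replicates.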

The upregulated CAZyme-encoding genes were diverse in predicted activity, encompassing 10 putative carbohydrate-binding modules (CBMs), eight pectinases, seven chitinases, four arabinanases, three glucanases, three uncharacterized CAZymes, two mannanases, two cellulases, one xylanase, and one amylase. Among the top 50 upregulated genes (>5.0-fold log_2_), the functional activities observed were for gluconeogenesis, nutrient transport, and carbohydrate degradation (Table S5). 

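Gluconeogenesis showed in *pckA*, the phosphoenolpyruvate carboxykinase gene, which rose by 5.97 (standard error 0.15, adjusted p = 6.7e-09), averaging 627 against 9.11 TPM, and in the phosphoenolpyruvate synthase gene *ppsA* (*cpin_0173*), which rose by 2.98 (standard error 0.23, adjusted p = 5.79e-06). The fructose bisphosphatase gene *fbp* (0.75) and the other *ppsA* gene, *cpin_2960* (0.73), stayed short of the fold change required. In all, 2 of the 4 glyoxylate shunt and gluconeogenesis genes measured were called higher with limma, with a camera adjusted p of 0.00594 (0.202 with an estimated correlation). Of 50 ribosomal protein genes 2 were called, *rpsJ* at -1.08 and *rpsT* at -1.10, with a median of -0.31; as a list they lay lower against all other genes (camera adjusted p 2.24e-07, or 0.29 with an estimated correlation), as did ATP synthase genes (0.0097, or 0.29). The lists of ATP synthase genes and chaperones had 0 genes called, the TCA cycle list 1 of 5 and amino acid degradation 3 of 7.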

The CAZyme-encoding genes found within the top 50 up-regulated genes included three chitinase-encoding genes (*cpin_2580, cpin_2186,* and *cpin_2184*), one CBM-encoding gene with an encoded protein belonging to GH16 (*cpin_2187*), one putative CBM-containing gene (*cpin_3792*), and one glucanase-encoding gene (*cpin_5109*) (Fig. 3D). 

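The chitinase genes *cpin_2184*, *cpin_2186* and *cpin_2580* rose on low melanin necromass by 6.40 (standard error 0.12, adjusted p = 2.06e-09), 7.31 (standard error 0.21, adjusted p = 1.17e-08) and 6.46 (standard error 0.12, adjusted p = 2.06e-09). Transcript of *cpin_2186* averaged 2893 against 18.1 TPM on glucose, and that of *cpin_2187*, which encodes a CBM and a GH16 domain, 3437 against 14.5 TPM, a rise of 7.86 (standard error 0.24, adjusted p = 1.53e-08). The glucanase gene *cpin_5109* rose by 7.38 (standard error 0.09, adjusted p = 5.16e-10) and the CBM gene *cpin_3792* by 4.53 (standard error 0.15, adjusted p = 2.24e-08). Between and beside the chitinase genes, *cpin_2185* rose by 6.05 (0.14), the peptidase gene *cpin_2188* by 7.37 (0.12), and the transport genes *cpin_2191* and *cpin_2192* by 4.85 (0.17) and 4.96 (0.22), while the sigma factor gene *cpin_2189* was not called (-0.09). In total 8 of the 9 genes from *cpin_2184* to *cpin_2192* passed limma's test, with a median of 6.05, and 10 of the 13 named CAZyme-encoding genes were higher and 1, *cpin_5260*, lower (-1.48 (0.10)). Adjusted over the list alone these counts are the same, though both lists come from the study's own results. Camera gave adjusted p of 3.18e-06 and 4.03e-05, or 0.202 and 0.114 with an estimated correlation.

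**Figure D2:**
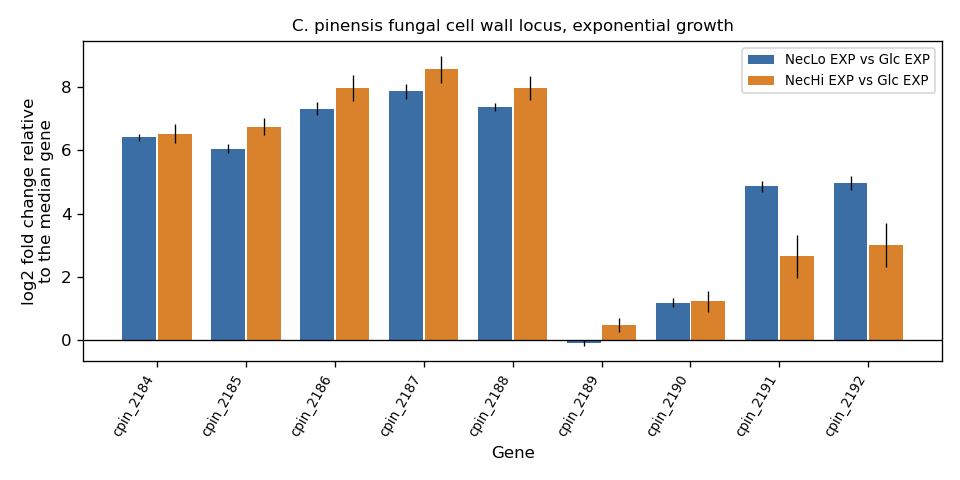
*C. pinensis* genes *cpin_2184* to *cpin_2192* in exponential growth on low (NecLo) and high (NecHi) melanin necromass against glucose: log2 fold change relative to the median gene, with standard errors (3 libraries per group).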

Notably, *cpin_2184, cpin_2186,* and *cpin_2187* belong to a fungal cell wall utilization locus (FCWUL) and were recently renamed as *chiA, chiB,* and *glu16A,* respectively (46).

**Fig 3:**
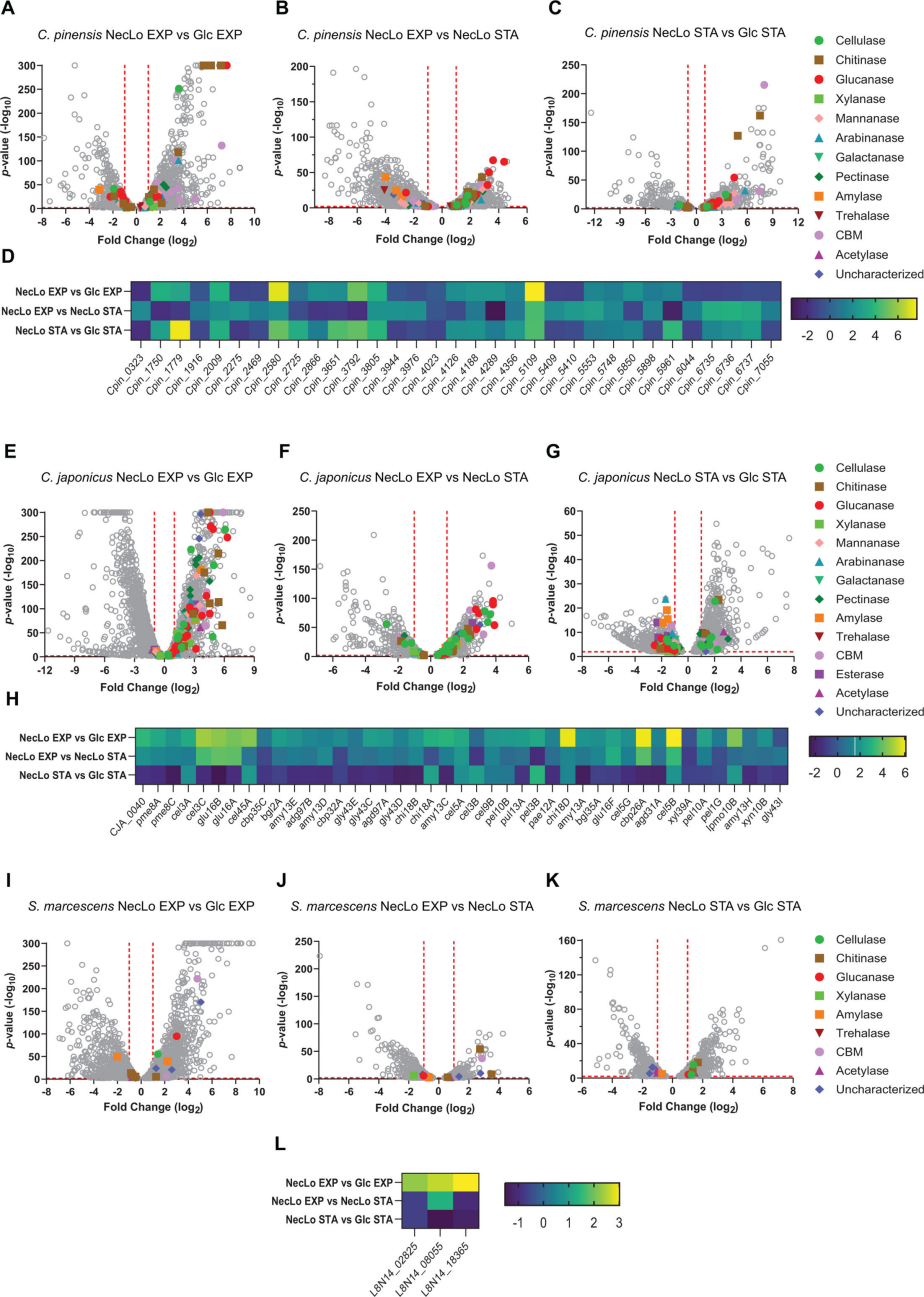
Changes to CAZyme-encoding gene expression during various growth phases on low melanin necromass. (**A**) Volcano plot representation of gene expression data for *C. pinensis* during exponential growth on low melanin necromass compared to glucose. (**B**) Volcano plot representation of gene expression data for *C. pinensis* grown on low melanin necromass during exponential growth compared to the stationary phase. (**C**) Volcano plot representation of gene expression data for *C. pinensis* during the stationary phase on low melanin necromass compared to glucose. (**D**) Heat map showing changes in differential CAZyme gene expression in *C. pinensis*. (**E**) Volcano plot representation of gene expression data for *C. japonicus* during exponential growth on low melanin necromass compared to glucose. (**F**) Volcano plot representation of gene expression data for *C. japonicus* grown on low melanin necromass during exponential growth compared to the stationary phase. (**G**) Volcano plot representation of gene expression data for *C. japonicus* during the stationary phase on low melanin necromass compared to glucose. (**H**) Heat map showing changes in differential CAZyme gene expression in *C. japonicus*. (**I**) Volcano plot representation of gene expression data for *S. marcescens* during exponential growth on low melanin necromass compared to glucose. (**J**) Volcano plot representation of gene expression data for *S. marcescens* grown on low melanin necromass during exponential growth compared to the stationary phase. (**K**) Volcano plot representation of gene expression data for *S. marcescens* during the stationary phase on low melanin necromass compared to glucose. (**L**) Heat map showing changes in differential CAZyme gene expression in *S. marcescens*. Open gray circles in the volcano plots represent a single gene, and colored symbols represent a CAZyme-encoding gene that correlates to the symbol/color provided in the legend.

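Sugar phosphate genes *hxlA* and *hxlB* of *C. pinensis* were higher in exponential than in stationary cells on low melanin necromass, by 4.37 (standard error 0.42, adjusted p = 0.000121) and 4.03 (standard error 0.15, adjusted p = 3.66e-06). The fibronectin type III gene *cpin_0334* followed at 4.51 (0.20). Genes of the NADH-quinone oxidoreductase lay lower, with *nuoF* at -7.47 (standard error 0.21, adjusted p = 1.21e-06), *nuoI* at -7.38 (standard error 0.17, adjusted p = 1.21e-06) and 2.12 against 178 TPM, and *nuoE*, *nuoK* and *cpin_3824* between -7.42 and -7.28. Of 6582 genes tested with limma, 4036 were called higher and 320 lower, and the median gene was 1.49 higher, so that 1274 were higher and 1244 lower relative to it. On high melanin necromass 2723 of 6620 were higher and 469 lower, with a median of 0.82, or 1002 and 1104 relative to it, and the fold changes of both necromass types correlated at r = 0.862 across genes.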

Gene expression comparing growth on necromass during the exponential and stationary phases (NecLo EXP vs NecLo STA) found up-regulation of 1,361 genes during exponential growth, with 46 CAZyme-encoding genes (*P*-value < 0.01) (Fig. 3B). Among the 46 up-regulated CAZyme-encoding genes included 10 chitinases, nine pectinases, six putative CBMs (four of which contain GH2 domains), five glucanases, five mannanases, five cellulases, four arabinanases, two galactanases, and one uncharacterized CAZyme. Unsurprisingly, the top 50 up-regulated genes (> 3.4-fold log_2_) identified genes encoding proteins important for cellular metabolism and growth. 

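In exponential cells *metK*, the S-adenosylmethionine synthetase gene, rose by 3.68 (standard error 0.23, adjusted p = 2.53e-05), and the ribosomal protein genes *rpsC*, *rplC* and *rplD* by 2.89, 2.80 and 2.72. Limma called 45 of 50 ribosomal protein genes higher, 7 of 8 ATP synthase genes, 5 of 5 TCA cycle genes, 4 of 5 chaperones and 4 of 7 amino acid degradation genes. Against all other genes in the TPM as they stand, the adjusted p was 6.4e-07 for ribosomal proteins (camera; 0.449 with an estimated correlation) and 0.113 for amino acid degradation. With median centring, among the lists by function, those of ATP synthase (0.0039), TCA cycle (0.00952), chaperones (0.0435) and amino acid degradation (0.0457) were called as well, with the preset correlation. With an estimated correlation, in the TPM as they stand, camera gave an adjusted p of 0.574 for ATP synthase and 0.449 for the other lists named. Within the fungal cell wall locus *cpin_2187*, *cpin_2191* and *cpin_2192* rose by 1.31 (0.21), 2.69 (0.25) and 2.69 (0.31), *cpin_2188* rose by 1.08 (0.17), and *cpin_2185* fell, at -1.27 (0.17), with libraries of both phases that overlap and a value above 0, not called, in the TPM as they stand, whereas *chiA* (0.13) and *chiB* (0.47) were called in the TPM as they stand but not relative to the median gene. Of its 9 genes, 4 were thus higher and 1 lower relative to the median gene, and 8 and 0 in the TPM as they stand. The chitinase gene *cpin_2580* rose by 1.99 (0.15).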

Gene products included cobalamin synthesis, glycoside hydrolysis, cellular growth, and nutrient transport (Table S6). The CAZyme-encoding genes identified within the top 50 up-regulated genes included two β-glucanase (*cpin_5109* and *cpin_6736*) (Fig. 3D). Differential expression analysis on glucose found that *cpin_6736* gene expression was induced by the growth rate and was part of a putative β-glucan utilization operon. Conversely, *cpin_5109* was not in an operon and its expression was induced by both the growth rate and substrate presence, with stronger up-regulation in the presence of *H. bicolor* necromass.

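The glucanase gene *cpin_5109* rose in exponential growth on glucose by 1.52 (standard error 0.14, adjusted p = 6.32e-05) and on low melanin necromass by 4.63 (standard error 0.23, adjusted p = 9.13e-06), where it averaged 6235 against 87.9 TPM. The difference between these responses, tested in limma as an interaction, was 3.16 (standard error 0.25, adjusted p = 2.79e-06) relative to the median gene. For *cpin_6736* the rise on necromass was 3.67 (standard error 0.14, adjusted p = 4.16e-06), and its response did not differ from that on glucose relative to the median gene (-0.16 (adjusted p = 0.55)); in the TPM as they stand it was called larger on necromass, by 1.00, and was not without any 1 of 7 libraries. In exponential cells *cpin_6736* was also higher on necromass than on glucose, by 1.57 (standard error 0.06, adjusted p = 4.03e-08), as were its neighbours *cpin_6737* (1.76) and *cpin_6740* (1.95 (0.06)). Of the 13 genes around *cpin_6736*, 7 were called higher and 1 lower on necromass than on glucose in exponential growth (camera adjusted p 0.00181, or 0.29 with an estimated correlation). Across 6715 genes the same interaction called 3319 positive and 139 negative, but 667 and 557 relative to a median of 1.17. From these comparisons the paper reasons that growth rate induces *cpin_6736*, and that both growth rate and the substrate induce *cpin_5109*.

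**Figure D3:**
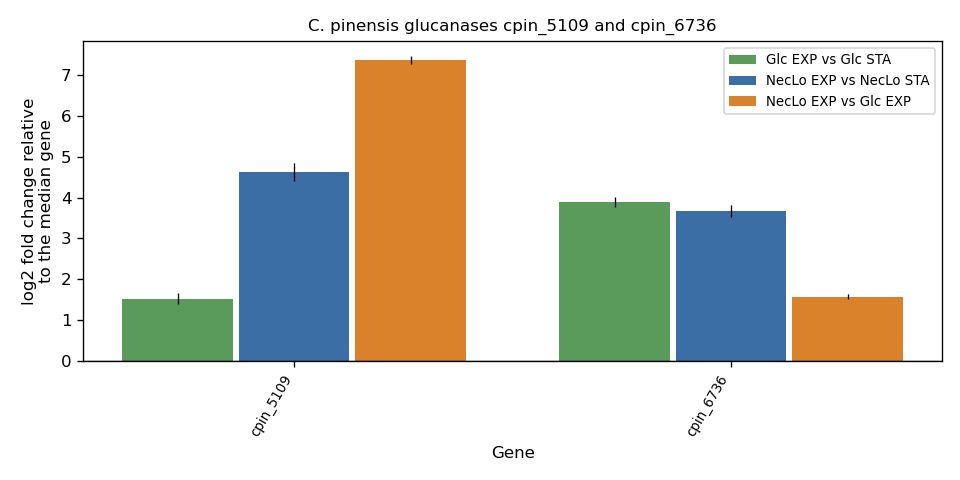
*C. pinensis* glucanase genes *cpin_5109* and *cpin_6736* in 3 comparisons: log2 fold change relative to the median gene, with standard errors (3 libraries per group).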

The final differential expression analysis for *C. pinensis* compared the stationary phase on low melanin necromass to the stationary phase on glucose (NecLo STA vs Glc STA). 

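The NADH-quinone oxidoreductase genes *nuoE*, *nuoK* and *nuoI* of *C. pinensis* were higher in the stationary phase on low melanin necromass than on glucose, by 8.64 (standard error 0.44, adjusted p = 8.12e-06), 8.29 (standard error 0.28, adjusted p = 9.21e-07) and 7.92 (0.22), with *nuoK* at 187 against 0.423 TPM. Others of this cluster, *nuoF*, *nuoG*, *nuoC*, *cpin_3824* and *cpin_3825*, rose by 8.19, 8.05, 7.76, 7.97 and 8.48. The genes *cpin_5304* (acyl transferase), *cpin_5305* (PfaD family) and *cpin_5306* (NusG factor) fell, at -5.44, -5.21 and -5.31, and *tssD* was listed at 0 TPM in every necromass library. With limma, 253 of 6414 genes were higher and 3368 lower, but the median gene was -1.20, and relative to it 693 were higher and 547 lower. For high melanin necromass the counts were 416 and 1449 of 6526 (median -0.53), and 786 and 608 relative to the median gene; in the TPM as they stand, 1137 in total were called without Glc STA replicate 3, and 1170 or 1176 without NecHi STA replicate 1 or 2. Fold changes on both necromass types correlated at r = 0.907 across genes, with a covariance of 1.605. The simulated noise that shares only the glucose libraries gave 0.503 (0.455 to 0.543) and a covariance of 0.0685, and is again no bound for genes that respond.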

Under these conditions, there were 1,092 up-regulated genes with 34 being CAZyme-encoding genes (*P*-value < 0.01) (Fig. 3C). In terms of CAZyme-encoding gene expression, there were 34 up-regulated genes that included eight CBMs (one containing a GH16 domain, one with a GH64 domain, one with a GH87 domain, and two with GH2 domains), six glucanases, six mannanases, five chitinases, three arabinanases, two pectinases, two cellulases, one xylanase, and one uncharacterized CAZyme. The top 50 up-regulated genes (>6.0-fold log_2_) encoded activities relative to bacterial respiration, TonB-dependent transport, and carbohydrate metabolism (Table S7). 

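The gene *cpin_2187* rose by 7.69 (standard error 0.23, adjusted p = 8.88e-07), at 474 against 4.44 TPM, and *cpin_2186* and *cpin_2184* by 7.28 (standard error 0.23, adjusted p = 8.88e-07) and 6.26 (standard error 0.22, adjusted p = 1.11e-06). The gene *cpin_1779*, whose product is annotated with a family 6 carbohydrate-binding domain, rose by 5.34 (standard error 0.50, adjusted p = 0.000202) from a level near 0, at 25.9 against 0.227 TPM. Their neighbours *cpin_2185* and *cpin_2188* rose by 6.93 (0.20) and 6.94 (0.21). Smaller rises were seen for *cpin_3792* (4.79 (standard error 0.56, adjusted p = 0.000567)), *cpin_2580* (4.41 (0.19)) and *cpin_5109* (4.21 (standard error 0.24, adjusted p = 1.36e-05)). Of 12 named CAZyme-encoding genes measured, 10 were called higher relative to the median gene and 7 in the TPM as they stand, and of 7 genes of the fungal cell wall locus 6 and 5; adjusted over the list alone the locus has 7. The camera adjusted p for the named genes was 6.93e-16, and 0.0418 with an estimated correlation. For the locus it was 7e-16 and 0.0931. The study named these genes from its own results, some of them from this very comparison, so these tests are no independent evidence.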

The CAZyme genes that were up-regulated more than 6.0-fold (log_2_) were *cpin_2184* (*chiA*)*, cpin_2186* (*chiB*)*, cpin_2187* (*glu16A*)*,* and *cpin_1779* (Fig. 3D). As noted in the NecLo EXP vs Glc EXP comparison, *cpin_2184–cpin_2187* belong to the recently characterized FCWUL.

#### *C. japonicus* has complex CAZyme-encoding gene expression during growth on necromass

Comparison of transcriptomic data collected during exponential growth on low melanin necromass compared to glucose was the most informative evaluation for *C. japonicus* gene expression. There were 1,077 up-regulated genes (*P*-value < 0.01) with 100 being CAZyme-encoding genes which included 19 glucanases, 15 pectinases, 9 cellulases, 9 CBMs (two of which contain an AA10 domains), 8 chitinases, 7 amylases, 6 xylanases, 6 galactanases, 8 arabinanases, 4 mannanases, 4 uncharacterized CAZymes, 3 acetylases, and 2 esterases (Fig. 3E). A complex gene expression response was not unsurprising for *C. japonicus* based on previous RNAseq studies (47), and 19 up-regulated glucanase-encoding genes would be expected based on glucans being the dominant polysaccharide found in *H. bicolor* cell walls. The top 50 up-regulated genes (>5.3-fold log_2_) encoded activities for ribosomal RNA, electron transport, and carbohydrate metabolism (Table S11). This list also included CAZyme-encoding genes *glu81A* (glucanase)*, cel5B* (cellulase)*, cbp26A* (CBM)*, chi18D* (chitinase)*, csn46F* (chitinosanase)*,* and *chi19A* (chitinase) (Fig. 3H). Notably, a *C. japonicus* Δ*chi18D* mutant has previously been shown to be essential to *C. japonicus* α-chitin degradation, while Δ*chi19A* and Δ*csn46F* exhibited minor growth rate defects (48, 49).

*C. japonicus* growth on low melanin necromass during exponential growth compared to the stationary phase had far fewer up-regulated CAZyme-encoding genes. In total, there were 548 up-regulated genes with 51 being CAZyme-encoding genes (*P*-value < 0.01) (Fig. 3F). 

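Without names paired to the identifiers, single *C. japonicus* genes can be given by locus tag only: CJA_RS01055 and CJA_RS01075 rose in exponential growth on low melanin necromass by 4.20 (standard error 0.21, adjusted p = 5.44e-07) and 4.60 (standard error 0.20, adjusted p = 3.14e-07), and CJA_RS01590 and CJA_RS16355 fell, at -6.37 (0.19) and -6.30 (0.36). With high melanin necromass CJA_RS18070 and CJA_RS18075 rose by 4.59 and 4.62, and CJA_RS00050 and CJA_RS04610 fell, at -6.31 and -6.51. On low melanin necromass limma called 970 of 3665 genes higher and 209 lower, with the median gene 0.44 higher, and relative to it 496 higher and 402 lower. With high melanin necromass the counts were 1663 and 262 (median 0.87), or 709 and 628. Across genes the phase responses on both types correlated at r = 0.858, and 409 genes were called higher in both relative to the median gene, where independence would give 95.9. How many of these genes encode CAZymes is not known here.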

The 51 up-regulated CAZyme genes included 8 glucanases, 8 cellulases, 5 chitinases, 5 CBMs, 4 pectinases, 3 uncharacterized CAZymes, 3 esterases, 3 amylases, 2 xylanases, 2 arabinanases, 1 mannanase, and 1 galactanase. While fewer CAZyme-encoding genes were up-regulated, one-third of them were among the most up-regulated genes (top 50; >2.4-fold log_2_). The remaining genes expressed more than 2.4-fold (log_2_) encoded TonB-dependent transporters, cell wall biosynthesis proteins, and motility proteins (Table S12). The highly up-regulated CAZyme-encoding genes were *glu16B, glu81A, glu16A, cbp26A, cel6A, cel3C, cbp6B, cel5B, cbp2E, gly30A, glu5A, glu16F, pul13B, cbp2D, ce2C,* and *csn46F*, respectively (Fig. 3H). The high proportion of glucanase-encoding genes observed in this comparison provides ample targets for future physiological studies of *C. japonicus* CAZyme using gene deletion analyses during the degradation of fungal glucans.

Comparing the stationary phase on low melanin necromass with the stationary phase on glucose suggested some nutrient acquisition was still occurring in *C. japonicus* cells on low melanin necromass. There were 660 up-regulated genes with 17 being CAZyme-encoding genes (*P*-value < 0.01) (Fig. 3G). The CAZyme-encoding genes included six cellulases, two chitinases, two CBMs (both of which contain AA10 domains), two pectinases, two uncharacterized CAZymes, one acetylase, and one trehalase. The top 50 up-regulated genes (>3.1-fold log_2_) encoded ribosomal RNA, nitrogen utilization proteins, and transposons (Table S13). Interestingly, this comparison lacked up-regulation of any CAZyme-encoding genes in the top 50 up-regulated genes. However, in the top 100 up-regulated genes (2.5-fold log_2_), there were two CAZyme-encoding genes (*pel3B* and *pda4B*)*,* which encode a pectate lyase and polysaccharide deacetylase, respectively (Fig. 3H).

#### *S. marcescens* exhibits a poor CAZyme-encoding gene expression response on necromass

Corresponding with the poor growth of *S. marcescens* on *H. bicolor* necromass, this species elicited a sparse CAZyme-encoding gene expression response on that substrate. *S. marcescens* cells collected during exponential growth on low melanin necromass compared to glucose resulted in up-regulation of 1,130 genes with only 9 encoding CAZymes (*P*-value < 0.01) (Fig. 3I). Among the up-regulated CAZyme-encoding genes included three uncharacterized CAZymes, two CBMs, one chitinase, one glucanase, one cellulase, and one amylase. The top 50 up-regulated genes (>5.2-fold log_2_) encoded activities for transport, amino acid metabolism, and stress response (Table S17). While there were no CAZyme-encoding genes among the top 50 up-regulated genes, there were two included in the top 100, which were for a lytic polysaccharide monooxygenase (*L8N14_14090*) and a CBM (*L8N14_01950*) (Fig. 3L).

Growth of *S. marcescens* on low melanin necromass during exponential growth compared to the stationary phase showed up-regulation of numerous genes involved in cell growth. There were 219 genes up-regulated with five CAZyme-encoding genes (*P*-value < 0.01) (Fig. 3J). 

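The identifiers L8N14_RS01940 and L8N14_RS01220 rose in exponential *S. marcescens* by 3.81 (0.18) and 3.44 (0.19), and L8N14_RS02860 and L8N14_RS02865 fell, at -7.91 (0.25) and -5.50 (0.23); they carry no name here. On low melanin necromass limma called 2495 of 4687 genes higher and 76 lower. The median gene was itself 1.08 higher, and relative to it 209 were higher and 344 lower. On high melanin necromass 814 were higher and 102 lower of 4681, with a median of 0.51, or 180 and 307. Phase responses on the 2 necromass types correlated at r = 0.523 across genes.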

Among the up-regulated CAZyme-encoding gene included two chitinases, two uncharacterized CAZymes, and one CBM. The top 50 up-regulated genes (>1.7-fold log_2_) encoded activities such as carbohydrate metabolism, transcriptional regulators, and transporters (Table S18). Unlike the exponential growth phase comparisons, here, the top 50 up-regulated genes included the CAZyme-encoding genes *L8N14_14080, L8N14_01950, L8N14_14090,* and *L8N14_01905*. These are predicted to encode a chitinase, CBM, lytic polysaccharide monooxygenase, and another chitinase, respectively (Fig. 3L).

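All 4 genes rose with exponential growth on low melanin necromass: L8N14_14080 by 2.44 (standard error 0.50, adjusted p = 0.00264), L8N14_01950 by 2.73 (standard error 0.23, adjusted p = 2.8e-06), L8N14_14090 by 3.18 (standard error 0.31, adjusted p = 1.14e-05) and L8N14_01905 by 2.77 (standard error 0.18, adjusted p = 4.48e-07). Transcript of the monooxygenase gene L8N14_14090 averaged 305 against 14.7 TPM and that of the chitinase gene L8N14_14080 21.9 against 1.3 TPM. L8N14_22810, the other CAZyme-encoding gene listed, was not called (0.67 (adjusted p = 0.0119)) relative to the median gene, although it was in the TPM as they stand. On high melanin necromass the same 4 rose by 1.72 (0.34), 1.51 (0.17), 2.15 (0.20) and 1.08 (0.15). Limma thus called 4 of 5 on low and 5 of 5 on high melanin necromass, with camera adjusted p of 4.03e-06 and 0.000211 (0.0422 and 0.0653 with an estimated correlation). The study chose 4 of the 5 from this comparison on low melanin necromass. The count and the test there are therefore no independent evidence. The paper's L8N14 numbers were taken as the RS tags with the same digits, and the products are the paper's. Some product names in the paper's Table S4 may stand a few places from their identifiers, and whether that reaches these genes was not tested.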

Our final comparison comprised of *S. marcescens* during the stationary phase on low melanin necromass compared to glucose. Here, we observed up-regulation of 730 genes with 7 being CAZyme-encoding genes (*P*-value < 0.01) (Fig. 3K). The top 50 up-regulated genes (>2.7-fold log_2_) encoded activities for nutrient transport, ribosomal RNA, and cell wall repair (Table S19). However, far fewer CAZyme-encoding genes were up-regulated in these conditions. Only two chitinases, two glucanases, two cellulases, and one amylase were identified; however, none were among the top 50 or even top 100 up-regulated genes. In fact, the chitinase-encoding gene (*L8N14_22810*) was the most up-regulated CAZyme encoding gene with a 1.7-fold expression change (log_2_).

#### Gene expression of nitrogen utilization-encoding genes was highly variable across species grown on necromass

Previous reports have indicated that the high melanin type of *H. bicolor* has significantly less nitrogen than the low melanin type (23). Despite supplementation of ammonia in the growth medium, we still observed differences in the gene expression response of *S. marcescens* and *C. pinensis* under conditions which compared exponential growth on necromass vs glucose as well as the stationary phase on necromass vs glucose (Table S23). Similar to the CAZyme-encoding gene expression response, expression comparisons of nitrogen utilization-encoding genes were highly similar between the high and low necromass substrates (Tables S6, S9, S12, S15, S18, and S21). 

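Most nitrogen genes of *C. pinensis* listed by the paper were not called by limma between necromass types in exponential growth. Among them were *cpin_1695* (-0.21 (adjusted p = 0.203)), *cpin_0230* (0.15), *cpin_3374* (0.58 (adjusted p = 0.021)), *cpin_5012* (0.38) and *cpin_4284* (0.29). A gene not called may still differ by less than the threshold detects. The histidine ammonia-lyase gene *cpin_2006* (*hutH*) was higher on low melanin necromass, by 2.22 (standard error 0.12, adjusted p = 0.000109), together with *hutU* and *hutI* (2.69 (0.16) and 2.23). The glutamate synthase genes *cpin_0730* and *cpin_0731* were lower, at -1.72 (standard error 0.11, adjusted p = 0.000128) and -1.65 (0.14), and so was the threonine dehydratase gene *cpin_1924*. In the stationary phase limma called 0 of the 12, with *cpin_4284* at 2.27 (adjusted p = 0.104) and *cpin_0230* at 0.96 (adjusted p = 0.261); in the TPM as they stand *cpin_4284* was called without NecLo STA replicate 1 (2.17), and with all groups in 1 fit, an unadjusted p under 0.01 or an adjusted p under 0.05 (1.60); over all genes 981 had an unadjusted p under 0.05 there. In *S. marcescens* 0 of 26 list entries were called in exponential growth (limma; 918 of all genes at an unadjusted p under 0.05), and in the stationary phase L8N14_06450, L8N14_24000 and L8N14_21470 were higher on low melanin necromass relative to the median gene, by 1.14, 1.29 and 1.14, though not in the TPM as they stand, and for L8N14_06450 and L8N14_21470 with libraries of both types that overlap. In the TPM as they stand L8N14_04185 was called lower there, and was not relative to the median gene (-1.08). The lists come from the study's own results. Camera adjusted p for the *C. pinensis* lists in exponential growth was 0.0356 for the glucose and the necromass genes alike; it was 0.361 and 0.35 with an estimated correlation, and 0.0916 and 0.0724 without NecHi EXP replicate 2.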

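The glutamate synthase genes *cpin_0730* and *cpin_0731* and the threonine dehydratase gene *cpin_1924* of *C. pinensis*, raised by growth on glucose, were lower on low melanin necromass than on glucose in exponential cells, at -2.26 (standard error 0.08, adjusted p = 3.42e-08), -2.57 (standard error 0.11, adjusted p = 1.34e-07) and -2.23 (standard error 0.08, adjusted p = 3.56e-08). The genes *cpin_7211* (-0.71), *cpin_1662* (-0.97) and *cpin_1853* (-0.73) were not called. So 3 of these 6 genes fell and 0 rose by limma's test relative to the median gene; in the TPM as they stand 4 fell. As a set their camera adjusted p was 0.000215 (0.202 with an estimated correlation). Genes for *C. japonicus* and *S. marcescens* on glucose against necromass are not analysed here.

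**Figure D4:**
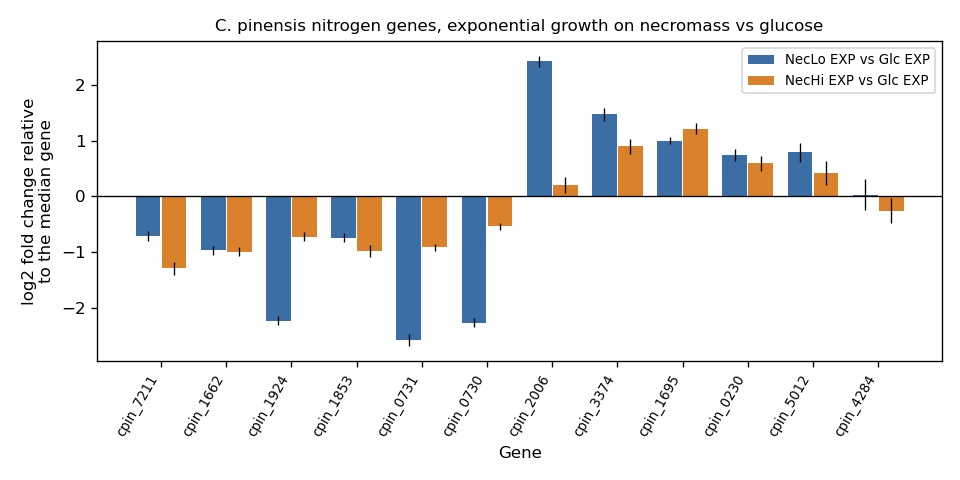
*C. pinensis* nitrogen genes that the paper lists for glucose (first 6) and for necromass (last 6), in exponential growth on necromass against glucose: log2 fold change relative to the median gene, with standard errors (3 libraries per group).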

Interestingly, however, all three species up-regulated a different set of nitrogen utilization-encoding genes during exponential growth on glucose (Glc EXP vs Glc STA) than on necromass (Nec EXP vs Glc EXP) (Table S23). Considering this, we hypothesize that the up-regulated nitrogen utilization-encoding genes are likely important for nitrogen acquisition from necromass and are not solely reflective of growth rate-dependent gene expression.

During exponential growth (NecLo EXP vs Glc EXP), *C. pinensis* up-regulated four nitrogen utilization genes (*cpin_2006, cpin_3374, cpin_1695,* and *cpin_0230*) on low melanin necromass compared to glucose (Table S23; Table S5). Comparatively, only *cpin_1695* was also up-regulated during exponential growth on high melanin necromass compared to glucose (Table S8). 

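On low melanin necromass *cpin_2006* rose by 2.42 (standard error 0.10, adjusted p = 1.26e-07), averaging 84.5 against 15.4 TPM, the alanine dehydrogenase family gene *cpin_3374* by 1.47 (standard error 0.11, adjusted p = 5.06e-06), and the 2-nitropropane dioxygenase gene *cpin_1695* by 1.00 (standard error 0.06, adjusted p = 1.84e-06), just past the fold change required, which it misses in the TPM as they stand (0.97). The NifU domain gene *cpin_0230* was above the median gene by 0.74 (adjusted p = 0.000371), short of that fold. High melanin necromass raised *cpin_1695* by 1.21 (standard error 0.09, adjusted p = 3.14e-05), short of the fold required without NecHi EXP replicate 1 (0.99 in the TPM as they stand), whereas *cpin_2006* (0.20 (adjusted p = 0.254)), *cpin_3374* (0.90 (adjusted p = 0.000855)) and *cpin_0230* (0.60 (adjusted p = 0.00745)) were not called. Of the 6 genes the paper lists for necromass, limma called 3 higher on low and 1 on high melanin necromass, and as many adjusted over the list alone, on lists that are no independent evidence. As a set, the camera adjusted p was 0.00731 on low (0.202 with an estimated correlation) and 0.135 on high melanin necromass. Considering the different sets of genes, the paper proposes that the nitrogen genes raised on necromass serve to acquire nitrogen from it, beyond an effect of growth rate.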

During the stationary phase, *C. pinensis* on low melanin necromass elicited up-regulation of *cpin_4284*, *cpin_0230*, *cpin_1695*, and *cpin_5012* (Table S23; Table S7). The stationary phase *C. pinensis* response on high melanin necromass only up-regulated *cpin_0230* (Table S10). 

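In stationary cells *cpin_4284* and *cpin_0230* were higher on low melanin necromass than on glucose, by 2.52 (standard error 0.45, adjusted p = 0.00427) and 2.05 (standard error 0.37, adjusted p = 0.0045); *cpin_0230* averaged 114 against 57.6 TPM. The genes *cpin_1695* (0.98 (adjusted p = 0.00848)) and *cpin_5012* (0.82 (adjusted p = 0.0189)) were not called, and both were above glucose relative to the median gene but below it in the TPM as they stand. On high melanin necromass *cpin_0230* rose by 1.09 (standard error 0.20, adjusted p = 0.00256), while *cpin_4284* (0.26 (adjusted p = 0.457)), *cpin_1695* (0.34 (adjusted p = 0.131)) and *cpin_5012* (0.40 (adjusted p = 0.148)) were not called, and all 3 were below glucose in the TPM as they stand. Limma thus called 2 of 6 and 1 of 6 higher relative to the median gene. In the TPM as they stand 0 of 6 were higher on either type and 1, *cpin_3374*, was lower on both; the camera adjusted p of the list was 0.205 and 0.766.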

Interestingly, *C. pinensis* did not up-regulate any of the same nitrogen utilization-encoding genes on low melanin necromass compared to those during exponential growth on glucose. Instead, *C. pinensis* up-regulated genes that encoded nitroreductases, nitropropane dioxygenases, and nitrogen-fixing proteins when grown on necromass compared to glucose.

*S. marcescens* up-regulated the most nitrogen-utilization encoding genes on necromass compared to glucose. During exponential growth on low melanin necromass (NecLo EXP vs Glc EXP), nine *S*. *marcescens* nitrogen utilization-encoding genes were up-regulated, which included *L8N14_11925*, *L8N14_06450*, *L8N14_10750*, *L8N14_04185*, *L8N14_21470*, *L8N14_16415*, *L8N14_18380*, *L8N14_13885*, *L8N14_10745*, *L8N14_18910*, and *L8N14_15185* (Table S23; Table S17). On high melanin necromass (NecHi EXP vs Glc EXP), the up-regulated genes during exponential growth were *L8N14_11925, L8N14_06450,* and *L8N14_21470* (Table S20). During the stationary phase on low melanin necromass, *S. marcescens* up-regulated *L8N14_21965*, *L8N14_05810*, *L8N14_24000*, *L8N14_23630*, *L8N14_12535*, *L8N14_03515*, and *L8N14_18910* (Table S23; Table S19). During the stationary phase on high melanin necromass, the up-regulated genes were *L8N14_04185, L8N14_21965*, *L8N14_23630*, *L8N14_12535*, and *L8N14_05810* (Table S22). Overall, the only nitrogen utilization-encoding genes that were up-regulated in both the Glc EXP vs Glc STA and Nec STA vs Glc STA comparisons were four genes which encoded a nitrite reductase, carbon-nitrogen hydrolase, nitrogen regulation protein, and glutamine synthetase (Table S23).

During exponential growth on necromass compared to glucose (Nec EXP vs Glc EXP)*, C. japonicus* up-regulated seven nitrogen utilization genes (*cja_2161, ald, cja_3392, ntrC, norB, cja_3390, nirB,* and *nirD*) (Table S23; Tables S11 and S14). During the stationary phase on low melanin necromass compared to glucose (Nec STA vs Glc STA), *C. japonicus* up-regulated nine nitrogen utilization genes that included *cja_3392*, *glnA*, *ntrC*, *nirB*, *nirD*, *cja_3390*, *cja_3536*, *gltD*, and *gltB* (Table S23; Table S13). Comparatively, the stationary phase on high melanin necromass up-regulated the same set of genes, although *cja_3536* was absent and *cja_1973* was present, which encodes the α subunit of glutamate synthase (Table S16). Among the up-regulated nitrogen utilization-encoding genes on necromass*,* the only genes that were also up-regulated on glucose (Glc EXP vs Glc STA) were expressed during the stationary phase on necromass. These encoded a glutamine synthetase (*glnA*) and glutamate synthase (*gltD*).

### Carbon and nitrogen utilization analyses

To better characterize the metabolic potential of *C. pinensis, C. japonicus,* and *S. marcescens*, we assessed the metabolic phenotypes of the three species on a broad range of carbon and nitrogen sources (Fig. 4; Tables S24 to 26). These assays yielded multiple intriguing results, for example, the poor metabolic activity of *C. pinensis* on glucose. As demonstrated in Fig. S1, this strain can grow well on glucose as a sole carbon source. These differences may be a consequence of the BioLog system, which assesses bacterial metabolic respiration and not growth. Moreover, the BioLog system has a universal bacterial assay design; therefore, it is possible that the tested substrates could be better optimized for utilization studies. Despite these limitations, the BioLog experiments were able to assay a broad range of substrates and further inform our models for carbon and nitrogen metabolism of the three bacterial species they pertain to necromass utilization.

**Fig 4:**
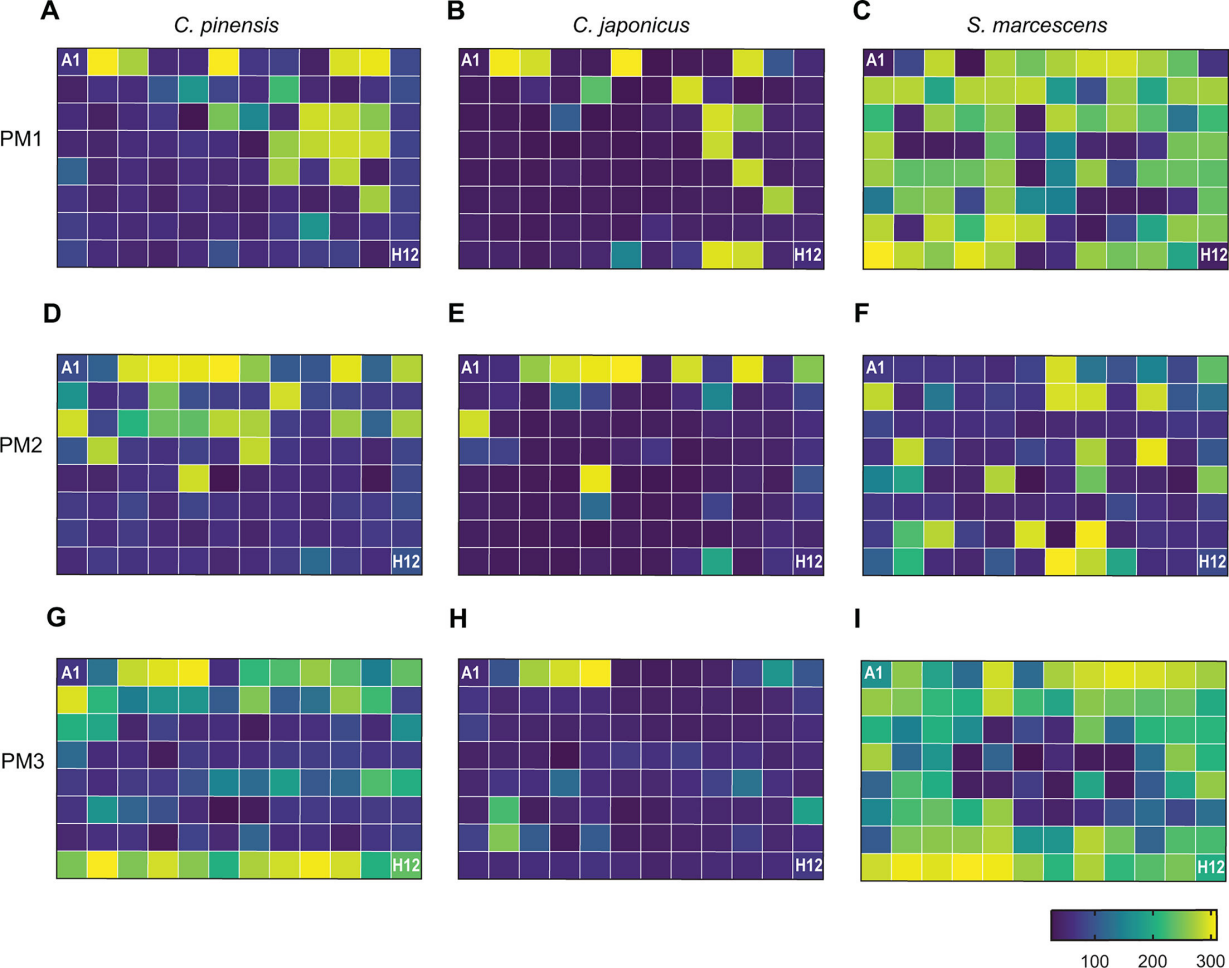
Phenotypic microarray assay of *C. japonicus, C. pinensis,* and *S. marcescens* metabolic activity on various carbon and nitrogen sources. Panels A, D, and G correspond to *C. pinensis* activity. Panels B, E, and H correspond to *C. japonicus* activity. Panels C, F, and I correspond to *S. marcescens* activity. Carbon and nitrogen sources for each well are listed in Tables S24 to 26 where Table S24 corresponds to PM1 in panels A–C, Table S25 corresponds to PM2 in panels D–F, and Table S26 corresponds to PM3 in panels G–I. Metabolic activity was determined using dye reduction kinetic curves from an OmniLog where activity is positively correlated with a brighter color.

The poor metabolic activity of *C. pinensis* on α-mannan was a surprising phenotype considering the strain has 10 predicted α-mannanases (45). However, D-mannose was the only relevant monosaccharide that elicited high metabolic activity by *C. pinensis* (Fig. 4A, D and G). The strain also exhibited high metabolic activity on glucosamine and *N*-acetylglucosamine compared to the mannose- and galactose-based amino sugars. Additionally, *C. pinensis* could utilize L-amino acids as sole nitrogen sources but had poor metabolic activity when provided with the same substrates as sole carbon sources, with one exception being L-aspartic acid. Overall, *C. pinensis* was most metabolically active on nitrite, nitrate, and urea.

In addition to the poor metabolic activity of *C. japonicus* on α-mannan, the strain also had poor activity on D-mannose, as has been previously recorded (47, 50). Alternatively, *C. japonicus* exhibited high metabolic activity on D-galactose and D-glucose. This was also true on the glucose-based amino sugars glucosamine and *N-*acetylglucosamine when utilized as carbon sources (Fig. 4B, E and H). A lack of metabolic activity by *C. japonicus* was observed on L-amino acids as either carbon or nitrogen sources. In fact, the only nitrogen sources that *C. japonicus* exhibited high metabolic activity on were nitrite, nitrate, and urea.

*S. marcescens* had the broadest metabolic range of the three strains on carbon and nitrogen sources assayed. *S. marcescens* had very high activity on D-glucose, D-galactose, D-mannose, and the amino sugars, with the sole exception being *N*-acetyl mannosamine (Fig. 4C, F and I). The amino sugars also provided *S. marcescens* with a small amount of activity when provided as a sole nitrogen source. When grown on L-amino acids as either carbon or nitrogen sources, *S. marcescens* was highly metabolically active. Activity was highest on the L-amino acids when the strain utilized them for nitrogen compared to carbon. Finally, testing *S. marcescens* metabolic activity on canonical nitrogen sources (nitrite, nitrate, ammonia, urea) indicated all four could be utilized, with ammonia and urea eliciting the highest activity.

## DISCUSSION

The decomposition of fungal necromass has been shown to significantly contribute to the both carbon and nitrogen cycling in forest soils (51). Therefore, understanding the mechanisms of its decay and the saccharifying properties of its decomposers is important to understand the dynamics of soil nutrients, as recently reviewed (24). The use of *Hyaloscypha bicolor* as a model necromass benefits this area of research through its potential to exist in chemically distinct but genetically equivalent phenotypes. Previous chemical analysis of the *H. bicolor* cell wall has shown that the low melanin type contains twice the carbohydrates as the high melanin type, making carbohydrates roughly 40% of the low melanin *H. bicolor* cell wall (23). Interestingly, despite the difference in polysaccharide proportions between the two types of *H. bicolor,* the CAZyme-encoding gene expression responses of all three bacteria were almost identical on both necromass types (Fig. 3; Fig. S2). While the exact concentrations of each polysaccharide in the *H. bicolor* cell wall are still unknown, other fungal species belonging to the phylum *Ascomycota* (e.g., *Yarrowia lipolytica, Aspergillus fumigatus,* and *Candida albicans*) had glycan content ranging between 45%–60% glucans and 16%–20% chitin (52–54). Our pyGCMS analysis of *H. bicolor* revealed a somewhat lower glycan content (~29% carbohydrate) and chitin content (~13% of N-containing compounds, which includes proteins and amino sugars like chitin) (Table S27). Future work parsing amino sugars from amino acids and determining the glucan content of *H. bicolor* cell walls with different levels of melanization will facilitate more accurate comparisons to other fungi.

The signals that elicit the observed CAZyme-encoding gene expression responses are clearly similar, suggesting that melanization does not impact bacterial carbon utilization gene expression, at least under the assay conditions used. However, these necromass variants are particularly interesting when considering the notable differences in gene expression of the nitrogen utilization-encoding genes of *C. pinensis* and *S. marcescens* on high vs low melanin necromass (Table S23). Collectively, these results complement *H. bicolor* decomposition studies, wherein nitrogen appears to be a substantial factor to its degradation (18, 21, 22, 55).

### *Chitinophaga pinensis* is an early-stage necromass degrader with metabolic potential to persist into later stages

*C. pinensis* exhibited the quickest transition to exponential growth on both types of necromass (Fig. 1). This is likely due to its growth-rate dependent CAZyme-encoding gene expression response since neither of the other strains elicited a response quite as broad as *C. pinensis* during exponential growth on glucose compared to the stationary phase. The up-regulated CAZyme-encoding genes in this growth comparison overwhelmingly encoded mannanase gene products, followed by cellulases, chitinases, glucanases, and arabinanases (Fig. 2). Notably, up-regulation of chitinase-, glucanase-, and mannanase-encoding genes upon entrance into exponential growth logically increases the adaptability of *C. pinensis* to grow on fungal necromass. This observed specialty of *C. pinensis* to quickly adapt to its substrate was partly conveyed *in situ*. A study on bacterial genera presence during various phases of *H. bicolor* decomposition showed *Chitinophaga* was among the dominant genera during the early- and mid-stages of decay (21). Interestingly, however, *Chitinophaga* has also been identified as the dominating genus during late-stage degradation of necromass associated with plant hosts (21), which could be either due to flexible metabolic capacity or potentially the decomposition of newly senescent microbes that were themselves a part of the early necromass decomposition community.

Despite the broad CAZyme-encoding gene expression response of *C. pinensis* during exponential growth, this species had a more specific response when grown on necromass (Fig. 3A through D). In the NecLo EXP vs Glc EXP comparison, the chitinase-, glucanase-, and CBM-encoding genes were among the most up-regulated. However, one of the more revealing comparisons was in NecLo EXP vs NecLo STA and NecLo STA vs Glc STA. There, the NecLo EXP vs NecLo STA comparison overwhelmingly encoded β-glucanases. This varied from the NecLo STA vs Glc STA comparison which up-regulated more chitinase-encoding genes. This adjustment to the expression response could be reflective of polysaccharide presence, wherein the outer β-glucan layer of *H. bicolor* has been deconstructed enough to reveal the chitinous inner layer of the substrate. Alternatively, increases in chitinase gene expression during the stationary phase could instead be an attempt at nitrogen acquisition since the strain can utilize *N*-acetylglucosamine and glucosamine as nitrogen sources (Fig. 4). Moreover, the combined broad expression of CAZyme-encoding genes during exponential growth paired with substrate-specific induced expression of β-glucanases contributes to our hypothesis that *C. pinensis* would prevail as the early-stage degrader among the three species (Fig. 5). Two polysaccharide utilization loci (PUL) appeared to be most prevalently expressed. These PULs encompass *cpin_6730 – cpin_6742* and *cpin_2184 – cpin_2192*. The former was up-regulated during exponential growth and encodes for an endo-β-1,3-glucanase, endo-β-1,6-glucanase, and an exo-β-glucosidase (56). The latter PUL belongs to a recently identified and characterized fungal cell wall utilization locus (FCWUL) (46). The poor metabolic activity of *C. pinensis* when grown on α-mannan alone was a surprising result. Analysis of the predicted PULs in *C. pinensis* indicates nine of its α-mannanase-encoding genes lie within PULs; however, none of these PULs possess more than one α-mannanase-encoding gene or any other fungal cell wall-degrading CAZyme (57). Interestingly, *C. pinensis* has been shown to grow on plant β-mannans such as konjac glucomannan and carob galactomannan (45, 58), but there have been no growth studies of the bacterium on chitin.

**Fig 5:**
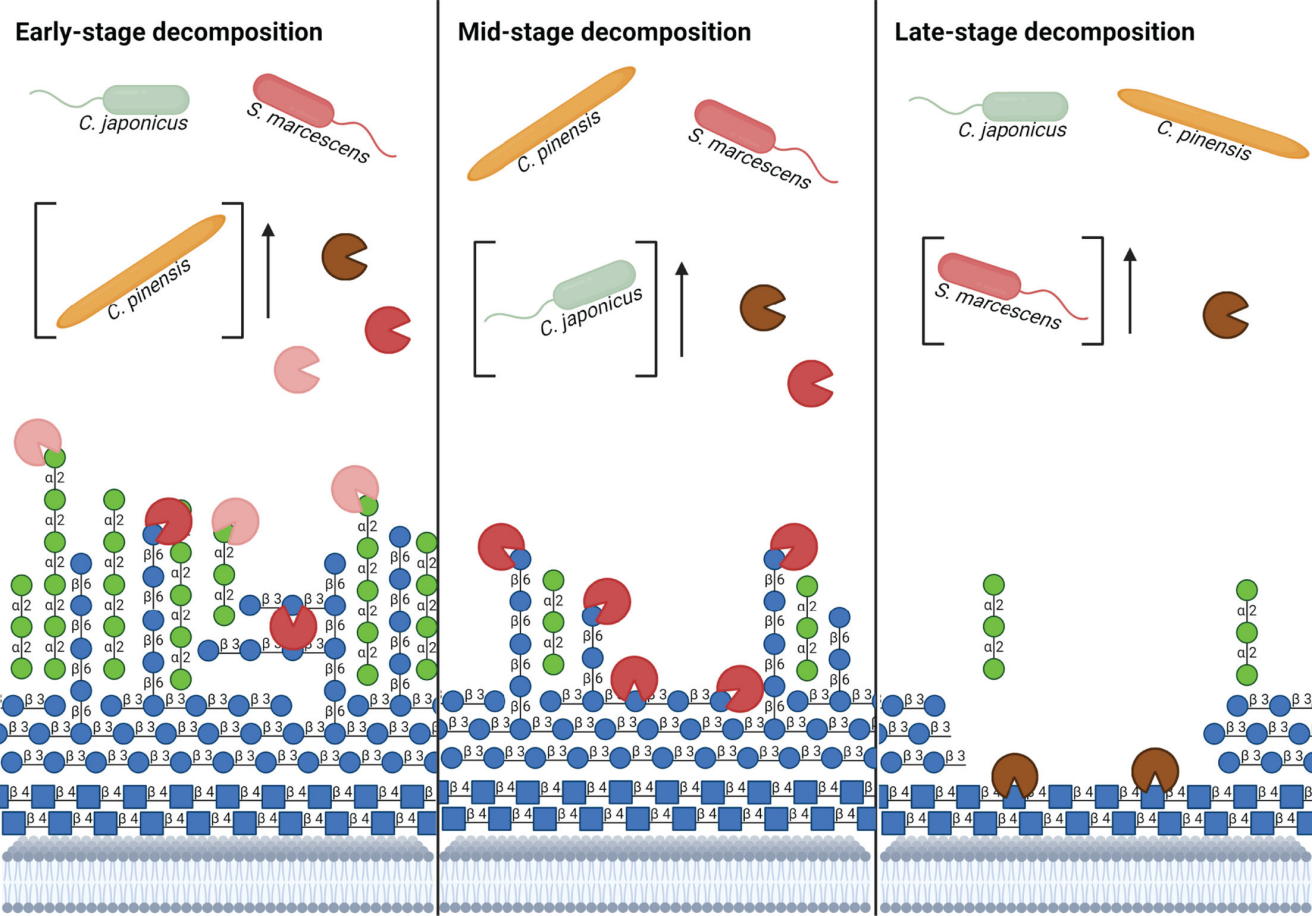
Model of necromass decomposition by *C. pinensis, C. japonicus,* and *S. marcescens. C. pinensis* is hypothesized to be the early-stage degrader due to its growth-rate dependent expression of CAZyme-encoding genes. *C. pinensis* is also the only species among the three with mannanase-encoding genes. *C. japonicus* is the likely mid-stage degrader with presence throughout the degradation process due to its abundance of glucanase- and chitinase-encoding genes. Finally, *S. marcescens* is depicted as the late-stage degrader since it is exceptionally efficient at utilizing Chitin as a carbon and nitrogen source. The model of necromass cell wall is simplified to only show the most common polysaccharides. Chitin is depicted in the chains of blue squares, glucans are shown as the blue circles, and mannans are shown in the green circles. In terms of the represented CAZymes, mannanases are pink, glucanases are red, and chitinases are brown.

*C. pinensis* exhibited changes in gene expression of nitrogen utilization-encoding genes on high vs low melanin necromass (Table S23). These differences were observed between the two necromass types and between the two growth phases. Exponential growth on low melanin vs high melanin necromass (Nec EXP vs Glc EXP) resulted in a higher number of up-regulated genes important to nitrogen acquisition from amino acids (*cpin_2006* and *cpin_3374*). This differed from the up-regulated nitrogen utilization-encoding genes during the stationary phase on low vs high melanin necromass, which up-regulated two nitroreductase-encoding genes (*cpin_4284* and *cpin_5012*). While little is known about nitrogen metabolism in *C. pinensis,* these results may indicate that a higher protein presence may exist in the cell wall of low melanin necromass from which *C. pinensis* can derive its nitrogen. An alternative hypothesis is that fungal proteins are better protected from degradation in high melanin cell walls, so the observed increase in gene expression under the low melanin conditions is because fungal proteins are more accessible.

### *C. japonicus* has exceptional efficiency during polysaccharide degradation as a mid-stage degrader of necromass

Growth on fungal cell wall degradation products showed *C. japonicus* is highly active on the canonical polysaccharide constituents (glucose, glucosamine, and *N*-acetylglucosamine), with little metabolic activity on other amino sugars (Fig. 4). Notably, *C. japonicus* had the fastest growth rates on both necromass types despite having a longer lag phase than *C. pinensis* (Table S2). Since *C. japonicus* has all the necessary CAZymes to completely degrade the fungal cell wall and has a faster growth rate on necromass, we suggest this species to be a strong candidate for a versatile mid-stage degrader of necromass (Fig. 5).

*C. japonicus* has an extensive history of transcriptomic and mutational analyses on various polysaccharides during different growth phases (42, 47, 49, 59). Notably, the CAZyme-encoding gene expression response of *C. japonicus* on low melanin *H. bicolor* necromass has thus far been the only substrate to elicit such strong up-regulation of non-cellulase, β-glucanase-encoding genes. The predicted glucanases largely belong to GH16 and GH81 which hydrolyze diverse sugar linkages and β-1,6-glucans, respectively (25, 60). Within the highly up-regulated CAZyme-encoding genes during exponential growth on necromass compared to glucose, the only strongly up-regulated β-glucanase-encoding gene was *glu81A*. However, the response of *C. japonicus* cells grown on *H. bicolor* during exponential growth compared to the stationary phase strongly up-regulated *glu81A, glu16A, glu16B,* and *glu16F* (Fig. 3F). Similarly, the major *C. japonicus* chitinolytic machinery has been characterized via a combination of mutational, biochemical, and secretome studies (48, 49, 61). During exponential growth on necromass compared to glucose, *chi18D, csn46F,* and *chi19A* were strongly up-regulated (Fig. 3E). Previous physiological studies identified Chi18D as an essential chitinase to the degradation of α-chitin and crab shells, followed by Chi18A-C (48). However, mutational analyses of *chi19A* and *csn46F* grown on α-chitin and crab shell resulted in subtle changes in growth compared to wild type (49). Finally, the *C. japonicus* chitinolytic suite also contains LPMO10A, which is known to be physiologically important for *C. japonicus* growth on α-chitin and present in high quantities in the secretome of α-chitin grown cells (61, 62). Interestingly, the expression of the corresponding gene was only up-regulated in the NecLo EXP vs Glc EXP and NecLo STA vs Glc STA comparisons, and not at all up-regulated in NecLo EXP vs NecLo STA. Instead, the gene encoding the cellulose-binding LPMO (*lpmo10B*) was more frequently up-regulated (Tables S11 to S16).

*C. japonicus* was the only species that did not elicit distinguishing differences in the expression of nitrogen utilization-encoding genes based on necromass melanization (Table S23). Assessment of its metabolic activity on various nitrogen sources indicate *C. japonicus* has extremely poor activity on peptides and amino acids, which verifies previous growth studies (32). Rather than necromass-induced changes to the expression of nitrogen utilization-encoding genes, *C. japonicus* exhibited minor differences between exponential growth and the stationary phase on *H. bicolor*. The stationary phase on either necromass type elicited upregulation of *glnA, gltD,* and *gltB*, which encode a glutamine synthetase and two glutamate synthases, respectively. Notably, up-regulation of a glutamine synthetase-encoding gene during the stationary phase is a well-documented occurrence in bacteria and does not appear to be indicative of a unique response to fungal necromass (63–66).

### *S. marcescens* could fill the ecological role of a late-stage necromass degrader

*S. marcescens* exhibited the greatest metabolic activity on the fungal cell wall derivatives and amino acids; however, its growth on necromass was poor (Fig. 1 and 4). The lack of any CAZymes belonging to the families GH5, GH16, GH17, and GH30 is likely the cause for the poor growth since these are typically active on β-1,3- and β-1,6-glucans (25, 28). A previous growth assessment of *S. marcescens* on *Aspergillus nidulans* showed the strain had similarly poor growth dynamics compared to α-chitin and glucose (44). Since the structure of fungal cell walls generally have β-glucans as the outer most layer, the observed poor growth could be due to the limited access to chitin (13). Therefore, we suspect that *S. marcescens* would most likely be a late-stage degrader of necromass after the other microbial decomposers have removed the impeding β-glucans (Fig. 5).

CAZyme-encoding gene expression of *S. marcescens* during exponential growth on glucose compared to the stationary phase was much more modest than that observed for *C. pinensis* (Fig. 2). Only nine CAZyme-encoding genes were up-regulated and mostly included those relevant to chitin and glucan hydrolysis. Considering that *S. marcescens* does not have any CAZymes belonging to the fungal glucan-degrading GH families, the three up-regulated glucanase-encoding genes (which encode 6-phospho-β-glucosidases) are unlikely to be important to fungal necromass decomposition. However, there were up-regulated GH18 class chitinase-encoding genes as well as one *N*-acetyl-β-hexosaminidase encoding gene also up-regulated. Despite a limited and overall growth rate-dependent CAZyme-encoding gene expression response, *S. marcescens* clearly prioritizes the utilization of chitin by rapidly expressing nearly all its chitinase-encoding genes based solely on the growth rate. This preparation for chitin exposure suggests that *S. marcescens* abundance might increase during late-stage decomposition when chitin is potentially the primary remaining nitrogen source remaining. *S. marcescens* has a well-studied chitinase system which includes three chitinases belonging to GH18 and an LPMO from AA10 (67–69), and as possessing a model chitinolytic system (70), *S. marcescens* likely out-competes other microbes during late-stage necromass decay.

Similar to *C. pinensis, S. marcescens* had altered expression of nitrogen utilization-encoding genes on the high vs low melanin necromass. During exponential growth on the low melanin necromass*, S. marcescens* up-regulated almost three times the nitrogen utilization-encoding genes compared to exponential growth on high melanin necromass (Table S23). Since *S. marcescens* growth on necromass was sparse, the expression of several glutamine synthetases may have increased as part of a starvation response (66, 71).

### Concluding remarks

To gain a predictive capacity of necrobiome composition and dynamics, research requires an integrated approach, starting with community characterization and moving toward mechanisms of substrate degradation, followed by experimental studies in community settings. In this study, we have transcriptomically characterized three bacterial species during necromass decomposition and provided a series of hypotheses concerning their contribution to necromass decay *in vivo*. Our results indicate that melanin content of *H. bicolor* necromass elicits the same CAZyme-encoding gene expression responses in *C. japonicus*, *C. pinensis*, and *S. marcescens*. Considering the growth capabilities and gene expression responses collectively, we present a model of different niches for each species during decomposition from which more detailed genetic and biochemical studies of microbial necromass degraders can be built.

## Data Availability

All RNAseq data have been deposited in NCBI GEO (BioProjects GSE149593 and GSE268149). The RNAseq data for *C. japonicus* grown on glucose was obtained from NCBI SRA: SRX8207642, SRX8207643, SRX8207644, SRX8207645, SRX8207646, and SRX8207647. Glucose RNAseq data for *C. pinensis* and *S. marcescens* have been deposited in NCBI SRA (*C. pinensis* SRX24655130, SRX24655128, SRX24655127, SRX24655125, SRX24655124, and SRX24655122; *S. marcescens* SRX24655148, SRX24655147, SRX24655146, SRX24655145, SRX24655144, and SRX24655143). High melanin *H. bicolor* RNAseq data have been deposited in NCBI SRA (*C. japonicus* SRX24655114, SRX24655113, SRX24655112, SRX24655111, SRX24655109, and SRX24655107; *C. pinensis* SRX24655136, SRX24655135, SRX24655134, SRX24655133, SRX24655132, and SRX24655131; *S. marcescens* SRX24655154, SRX24655153, SRX24655152, SRX24655151, SRX24655150, and SRX24655149). Low melanin *H. bicolor* RNAseq data have been deposited in NCBI SRA (*C. japonicus* SRX24655120, SRX24655119, SRX24655118, SRX24655117, SRX24655116, and SRX24655115; *C. pinensis* SRX24655142, SRX24655141, SRX24655140, SRX24655139, SRX24655138, and SRX24655137; *S. marcescens* SRX24655160, SRX24655159, SRX24655158, SRX24655157, SRX24655156, and SRX24655155).

# Supplementary material for: Transcriptomic analyses of bacterial growth on fungal necromass reveal different microbial community niches during degradation
**Source:** Appl Environ Microbiol. 2024 Sep 12;90(10):e01062-24. doi: 10.1128/aem.01062-24
**Supplement:** Supplemental figures and tables — Figures S1 and S2; Tables S1, S2, and S23-S27.

**Transcriptomic analyses of bacterial growth on fungal necromass reveals  
different microbial community niches during degradation**

Jessica K. Novak<sup>1</sup>, Peter G. Kennedy<sup>2</sup>, and Jeffrey G. Gardner<sup>1#</sup>

**Running Title**

Transcriptomic analysis of bacteria grown on fungal necromass

**Keywords**

Carbohydrate active enzyme, *Cellvibrio japonicus*, *Chitinophaga pinensis*, *Hyaloscypha  
bicolor*, necromass, *Serratia marcescens*

Baltimore, Maryland, USA

Minnesota, USA

**Figure S1.** Growth analyses of *C. japonicus*, *C. pinensis*, and *S. marcescens* when provided MOPS minimal media supplemented with 0.2% glucose as the sole carbon source. All growth experiments were completed in biological triplicate, with error bars representing standard deviations, although some are too small to be observed. Optical density measurements were taken using an EPOCH microplate reader.

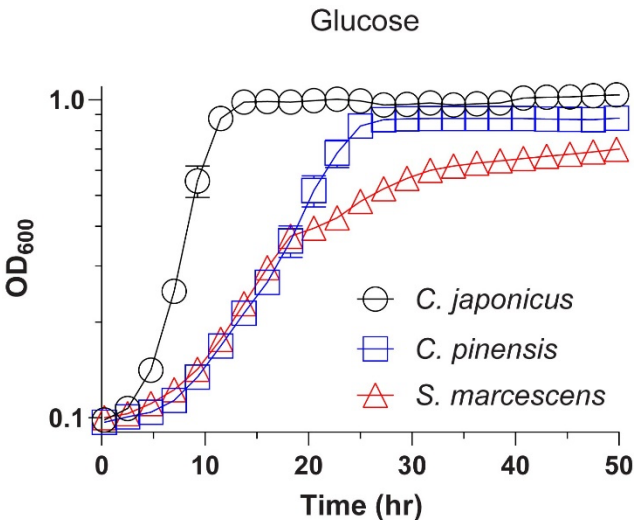

**Table S1.** Growth dynamics of *C. japonicus*, *C. pinensis*, and *S. marcescens* on MOPS defined media supplemented with 0.2% (w/v) glucose.

| Strain               | Lag phase (hours) | Timepoints (T <sub>i</sub> and T <sub>f</sub> ) | Growth rate (gen/hr) | Max OD <sub>600</sub> |
|----------------------|-------------------|-------------------------------------------------|----------------------|-----------------------|
| <i>C. japonicus</i>  | 4                 | 5, 10                                           | 0.33 ± 0.03          | 1.04 ± 0.04           |
| <i>C. pinensis</i>   | 8.25              | 12, 23                                          | 0.13 ± 0.01          | 0.88 ± 0.01           |
| <i>S. marcescens</i> | 7.5               | 10, 18                                          | 0.12 ± 0.01          | 0.71 ± 0.06           |

**Table S2.** Growth dynamics of *C. japonicus*, *C. pinensis*, and *S. marcescens* on MOPS defined media supplemented with 1% (w/v) high or low melanin fungal necromass.

| Substrate                       | Strain               | Lag phase (hours) | Timepoints (T <sub>i</sub> and T <sub>f</sub> ) | Growth rate (gen/hr) | Max OD <sub>600</sub> |
|---------------------------------|----------------------|-------------------|-------------------------------------------------|----------------------|-----------------------|
| <i>H. bicolor</i> (low melanin) | <i>C. japonicus</i>  | 11.25             | 12.5, 26.25                                     | 0.17 ± 0.02          | 0.92 ± 0.05           |
|                                 | <i>C. pinensis</i>   | < 10              | 10, 20.5                                        | 0.16 ± 0.01          | 1.77 ± 0.06           |
|                                 | <i>S. marcescens</i> | 29.5              | 29.5, 43                                        | 0.08 ± 0.03          | 0.12 ± 0.03           |

|                                     |                      |     |           |                 |                 |
|-------------------------------------|----------------------|-----|-----------|-----------------|-----------------|
| <i>H. bicolor</i><br>(high melanin) | <i>C. japonicus</i>  | 27  | 27, 29.75 | $0.37 \pm 0.04$ | $1.21 \pm 0.1$  |
|                                     | <i>C. pinensis</i>   | 4.5 | 4.5, 45   | $0.08 \pm 0.01$ | $1.38 \pm 0.11$ |
|                                     | <i>S. marcescens</i> | 31  | 19, 25.5  | $0.12 \pm 0.03$ | $0.06 \pm 0.02$ |

**Figure S2.** Changes to CAZyme-encoding gene expression during various growth phases on high melanin *H. bicolor*. **(A)** Volcano plot representation of gene expression data for *C. pinensis* during exponential growth on high melanin *H. bicolor* compared to glucose. **(B)** Volcano plot representation of gene expression data for *C. pinensis* grown on high melanin *H. bicolor* during exponential growth compared to stationary phase. **(C)** Volcano plot representation of gene expression data for *C. pinensis* during stationary phase on high melanin *H. bicolor* compared to glucose. **(D)** Heat map showing changes in differential CAZyme gene expression in *C. pinensis*. **(E)** Volcano plot representation of gene expression data for *C. japonicus* during exponential growth on high melanin *H. bicolor* compared to glucose. **(F)** Volcano plot representation of gene expression data for *C. japonicus* grown on high melanin *H. bicolor* during exponential growth compared to stationary phase. **(G)** Volcano plot representation of gene expression data for *C. japonicus* during stationary phase on high melanin *H. bicolor* compared to glucose. **(H)** Heat map showing changes in differential CAZyme gene expression in *C. japonicus*. **(I)** Volcano plot representation of gene expression data for *S. marcescens* during exponential growth on high melanin *H. bicolor* compared to glucose. **(J)** Volcano plot representation of gene expression data for *S. marcescens* grown on high melanin *H. bicolor* during exponential growth compared to stationary phase. **(K)** Volcano plot representation of gene expression data for *S. marcescens* during stationary phase on high melanin *H. bicolor* compared to glucose. **(L)** Heat map showing changes in differential CAZyme gene expression in *S. marcescens*. Open grey circles in the volcano plots represent a single gene and colored symbols represent a CAZyme-encoding gene that correlates to the symbol/color provided in the legend.

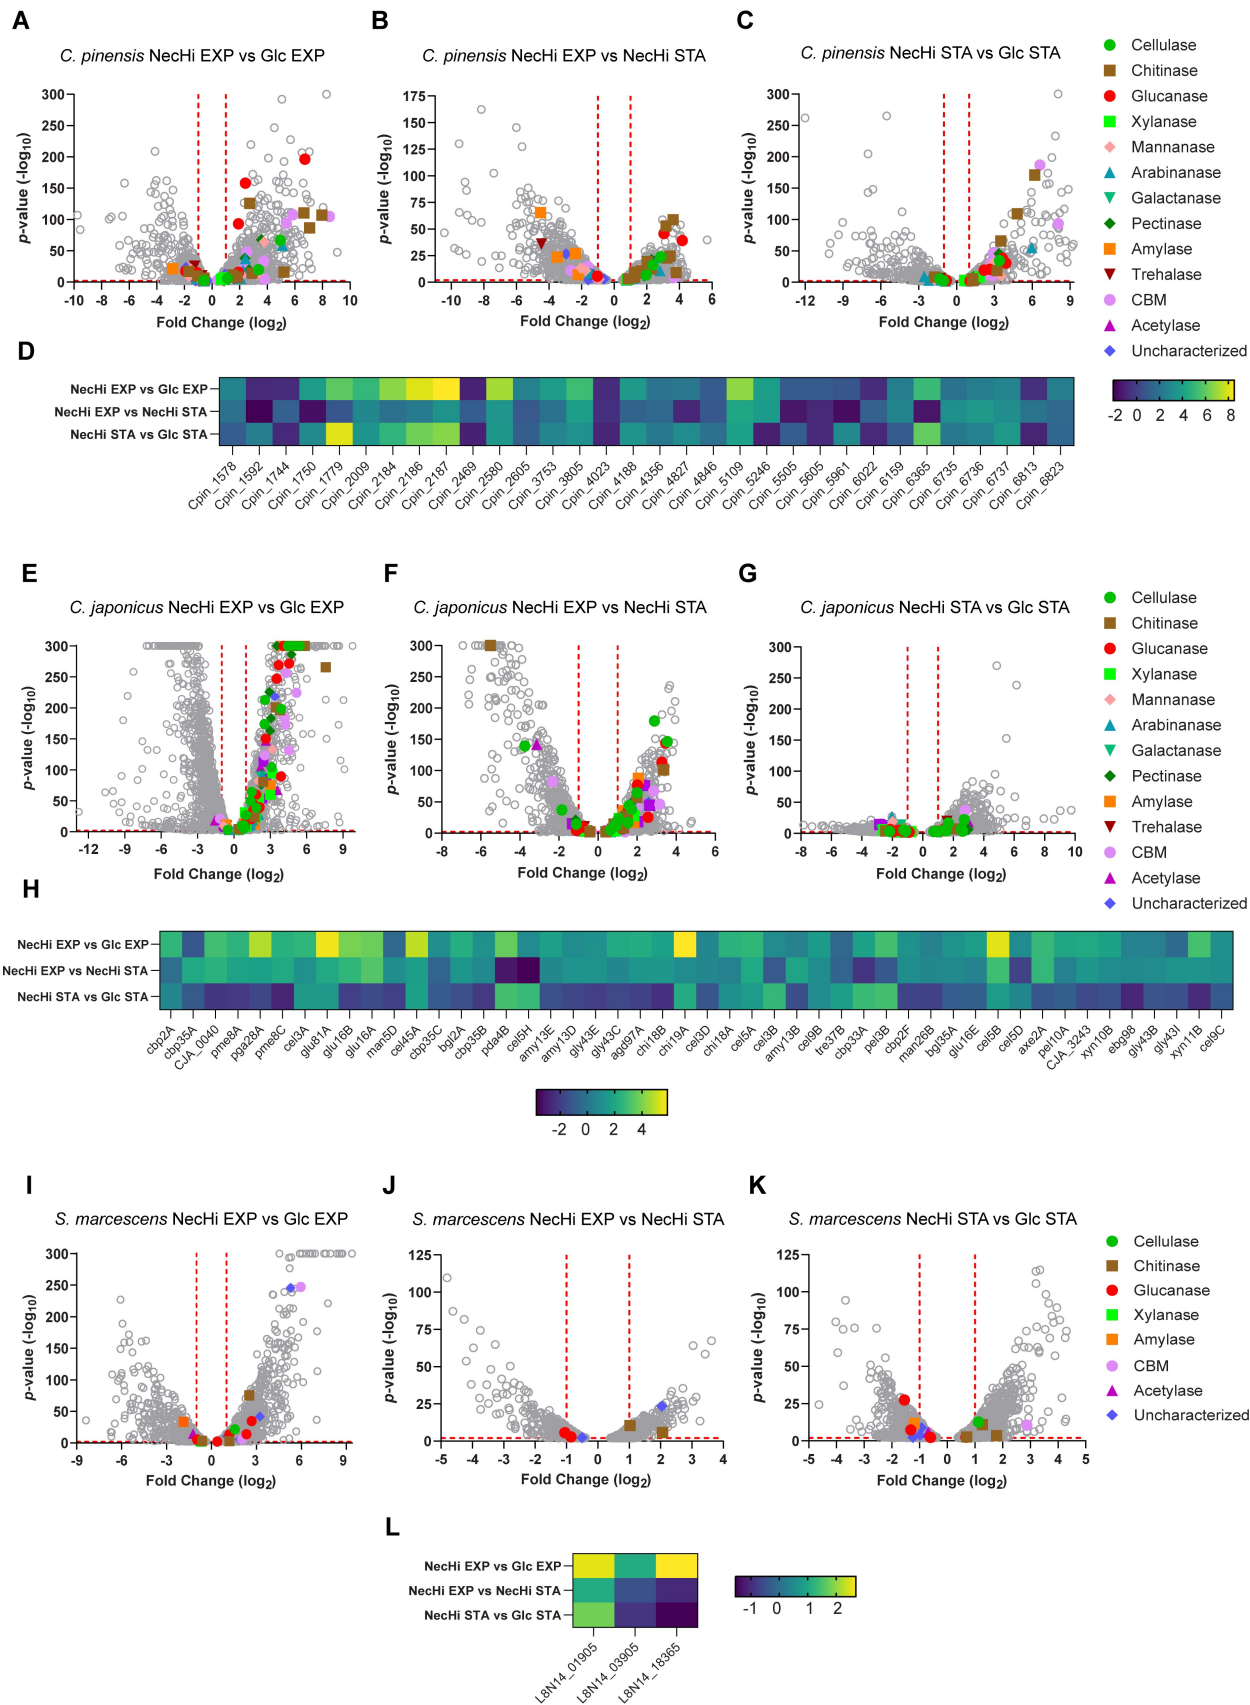

**Table S23.** Exponential growth on glucose compared to stationary phase elicits up regulation of different nitrogen utilization-encoding genes than exponential growth on necromass compared to stationary phase. All genes listed were up regulated under the specified conditions and have a  $p$ -value  $\leq 0.01$ .

|                    | Glc EXP vs Glc STA                            | NecLo EXP vs Glc EXP                           | NecHi EXP vs Glc EXP                           | NecLo STA vs Glc STA                           | NecHi STA vs Glc STA                         |
|--------------------|-----------------------------------------------|------------------------------------------------|------------------------------------------------|------------------------------------------------|----------------------------------------------|
| <i>C. pinensis</i> | <i>cpin_7211</i><br>(glutamate ammonia-lyase) | --                                             | --                                             | --                                             | --                                           |
|                    | <i>cpin_1662</i><br>(glutamate synthetase)    | --                                             | --                                             | --                                             | --                                           |
|                    | <i>cpin_1924</i><br>(threonine dehydratase)   | --                                             | --                                             | --                                             | --                                           |
|                    | <i>cpin_0731</i><br>(glutamate synthase)      | --                                             | --                                             | --                                             | --                                           |
|                    | <i>cpin_1853</i><br>(histidine ammonia-lyase) | --                                             | --                                             | --                                             | --                                           |
|                    | <i>cpin_0730</i><br>(glutamate synthase)      | --                                             | --                                             | --                                             | --                                           |
|                    | --                                            | <i>cpin_2006</i><br>(histidine ammonia-lyase)  | --                                             | --                                             | --                                           |
|                    | --                                            | <i>cpin_3374</i><br>(alanine dehydrogenase)    | --                                             | --                                             | --                                           |
|                    | --                                            | <i>cpin_1695</i><br>(nitropropane dioxygenase) | <i>cpin_1695</i><br>(nitropropane dioxygenase) | <i>cpin_1695</i><br>(nitropropane dioxygenase) | --                                           |
|                    | --                                            | <i>cpin_0230</i><br>(nitrogen-fixing domain)   | --                                             | <i>cpin_0230</i><br>(nitrogen-fixing domain)   | <i>cpin_0230</i><br>(nitrogen-fixing domain) |
|                    | --                                            | --                                             | --                                             | <i>cpin_4284</i><br>(nitro-reductase)          | --                                           |

|                     |                                                                  |                                                              |                                                              |                                                       |                                                       |
|---------------------|------------------------------------------------------------------|--------------------------------------------------------------|--------------------------------------------------------------|-------------------------------------------------------|-------------------------------------------------------|
|                     | --                                                               | --                                                           | --                                                           | <i>cpin_5012</i><br>(nitro-reductase)                 | --                                                    |
|                     | --                                                               |                                                              | --                                                           |                                                       |                                                       |
| <i>C. japonicus</i> | <i>gdhA</i><br>(glutamate de-hydrogenase)                        | --                                                           | --                                                           | --                                                    | --                                                    |
|                     | <i>ilvA</i><br>(threonine ammonia-lyase)                         | --                                                           | --                                                           | --                                                    | --                                                    |
|                     | <i>adgA</i><br>(glutamine-dependent NAD <sup>+</sup> synthetase) | --                                                           | --                                                           | --                                                    | --                                                    |
|                     | <i>cja_1559</i><br>(nitro--reductase)                            | --                                                           | --                                                           | --                                                    | --                                                    |
|                     | --                                                               | <i>cja_2161</i><br>(NAD--dependent glutamate de-hydrogenase) | <i>cja_2161</i><br>(NAD--dependent glutamate de-hydrogenase) | --                                                    | --                                                    |
|                     | --                                                               | <i>ald</i><br>(alanine de-hydrogenase)                       | <i>ald</i><br>(alanine de-hydrogenase)                       | --                                                    | --                                                    |
|                     | --                                                               | <i>cja_3392</i><br>(nitrogen regulatory protein P-II)        | <i>cja_3392</i><br>(nitrogen regulatory protein P-II)        | <i>cja_3392</i><br>(nitrogen regulatory protein P-II) | <i>cja_3392</i><br>(nitrogen regulatory protein P-II) |
|                     | --                                                               | <i>ntrC</i><br>(nitrogen regulatory protein NR(I))           | <i>ntrC</i><br>(nitrogen regulatory protein NR(I))           | <i>ntrC</i><br>(nitrogen regulation protein NR(I))    | <i>ntrC</i><br>(nitrogen regulation protein NR(I))    |
|                     | --                                                               | <i>norB</i><br>(nitric oxide reductase)                      | <i>norB</i><br>(nitric oxide reductase)                      | --                                                    | --                                                    |
|                     | --                                                               | <i>cja_3390</i><br>(nitrogen regulatory protein P-II)        | <i>cja_3390</i><br>(nitrogen regulatory protein P-II)        | <i>cja_3390</i><br>(nitrogen regulatory protein P-II) | <i>cja_3390</i><br>(nitrogen regulatory protein P-II) |
|                     | --                                                               | <i>nirB</i>                                                  | <i>nirB</i>                                                  | <i>nirB</i><br>(nitrite reductase)                    | <i>nirB</i><br>(nitrite reductase)                    |

|                      |                                                     |                                                                         |                                                                         |                                                |                                         |
|----------------------|-----------------------------------------------------|-------------------------------------------------------------------------|-------------------------------------------------------------------------|------------------------------------------------|-----------------------------------------|
|                      |                                                     | (nitrite reductase)                                                     | (nitrite reductase)                                                     | <i>nirD</i><br>(nitrite reductase)             | <i>nirD</i><br>(nitrite reductase)      |
|                      | --                                                  | <i>nirD</i><br>(nitrite reductase)                                      | <i>nirD</i><br>(nitrite reductase)                                      | <i>glnA</i><br>(glutamine synthetase)          | <i>glnA</i><br>(glutamine synthetase)   |
|                      | <i>glnA</i><br>(glutamine synthetase)               | --                                                                      | --                                                                      | <i>cja_3536</i><br>(NtrC two component system) | --                                      |
|                      | --                                                  | --                                                                      | --                                                                      | <i>gltD</i><br>(glutamate synthase)            | <i>gltD</i><br>(glutamate synthase)     |
|                      | <i>gltD</i><br>(glutamate synthase)                 | --                                                                      | --                                                                      | <i>gltB</i><br>(glutamate synthase)            | <i>gltB</i><br>(glutamate synthase)     |
|                      | --                                                  | --                                                                      | --                                                                      | --                                             | <i>cja_1973</i><br>(glutamate synthase) |
|                      | --                                                  | --                                                                      | --                                                                      |                                                |                                         |
| <i>S. marcescens</i> | <i>L8N14_00130</i><br>(glutamine amido-transferase) | --                                                                      | --                                                                      | --                                             | --                                      |
|                      | <i>L8N14_17335</i><br>(aspartate ammonia-lyase)     | --                                                                      | --                                                                      | --                                             | --                                      |
|                      | <i>L8N14_21270</i><br>(threonine ammonia-lyase)     | --                                                                      | --                                                                      | --                                             | --                                      |
|                      | --                                                  | <i>L8N14_11925</i><br>(nitrogen assimilation transcriptional regulator) | <i>L8N14_11925</i><br>(nitrogen assimilation transcriptional regulator) | --                                             | --                                      |
|                      | --                                                  | <i>L8N14_06450</i><br>(glutamine synthetase)                            | <i>L8N14_06450</i><br>(glutamine synthetase)                            | --                                             | --                                      |
|                      | --                                                  | <i>L8N14_10750</i><br>(nitrate reductase)                               | --                                                                      | --                                             | --                                      |
|                      |                                                     | <i>L8N14_04185</i>                                                      | <i>L8N14_04185</i>                                                      |                                                | <i>L8N14_04185</i>                      |

|                                                           |    |                                                              |                                                 |                                                              |                                                           |
|-----------------------------------------------------------|----|--------------------------------------------------------------|-------------------------------------------------|--------------------------------------------------------------|-----------------------------------------------------------|
|                                                           | -- | (L-serine ammonia-lyase)                                     | (L-serine ammonia-lyase)                        | --                                                           | (L-serine ammonia-lyase)                                  |
|                                                           | -- | <i>L8N14_21470</i><br>(glutamate dehydrogenase)              | <i>L8N14_21470</i><br>(glutamate dehydrogenase) | --                                                           | --                                                        |
|                                                           | -- | <i>L8N14_16415</i><br>(glutamine synthetase)                 | --                                              | --                                                           | --                                                        |
|                                                           | -- | <i>L8N14_18380</i><br>(glutamine-hydrolyzing GMP synthase)   | --                                              | --                                                           | --                                                        |
|                                                           | -- | <i>L8N14_13885</i><br>(ethanolamine ammonia-lyase)           | --                                              | --                                                           | --                                                        |
|                                                           | -- | <i>L8N14_10745</i><br>(nitrate reductase)                    | --                                              | --                                                           | --                                                        |
|                                                           | -- | <i>L8N14_18910</i><br>(nitrite/nitrate two-component sensor) | --                                              | <i>L8N14_18910</i><br>(nitrite/nitrate two-component sensor) | --                                                        |
|                                                           | -- | <i>L8N14_15185</i><br>(glutamate synthase)                   | --                                              | --                                                           | --                                                        |
| <i>L8N14_21965</i><br>(nitrite reductase)                 | -- | --                                                           | --                                              | <i>L8N14_21965</i><br>(nitrite reductase)                    | <i>L8N14_21965</i><br>(nitrite reductase)                 |
| <i>L8N14_05810</i><br>(carbon-nitrogen hydrolase)         | -- | --                                                           | --                                              | <i>L8N14_05810</i><br>(carbon-nitrogen hydrolase)            | <i>L8N14_05810</i><br>(carbon-nitrogen hydrolase)         |
| --                                                        | -- | --                                                           | --                                              | <i>L8N14_24000</i><br>(threonine/serine dehydratase)         | --                                                        |
| <i>L8N14_23630</i><br>(nitrogen regulation protein NR(I)) | -- | --                                                           | --                                              | <i>L8N14_23630</i><br>(nitrogen regulation protein NR(I))    | <i>L8N14_23630</i><br>(nitrogen regulation protein NR(I)) |

|                                                 |    |    |                                                 |                                                 |
|-------------------------------------------------|----|----|-------------------------------------------------|-------------------------------------------------|
| <i>L8N14_12535</i><br>(glutamine<br>synthetase) | -- | -- | <i>L8N14_12535</i><br>(glutamine<br>synthetase) | <i>L8N14_12535</i><br>(glutamine<br>synthetase) |
| --                                              | -- | -- | <i>L8N14_03515</i><br>(glutamate<br>synthase)   | --                                              |

96  
97

98 **Table S24.** Phenotypic microarray assay of *C. japonicus*, *C. pinensis*, and *S. marcescens* metabolic activity on various  
 99 carbon sources tested on PM1. Table corresponds to Figure 4 panels A-C. Metabolic activity was determined using dye  
 100 reduction kinetic curves from an OmniLog where activity is positively correlated with the numeric value.

|                                     |                                                   |                                           |                                     |                                |                                                                 |                                                |                                                |                                                   |                                   |                                 |                               |
|-------------------------------------|---------------------------------------------------|-------------------------------------------|-------------------------------------|--------------------------------|-----------------------------------------------------------------|------------------------------------------------|------------------------------------------------|---------------------------------------------------|-----------------------------------|---------------------------------|-------------------------------|
| <b>A1</b><br>Negative Control       | <b>A2</b><br>L-Arabinose                          | <b>A3</b><br>N-Acetyl-D-Glucosamine       | <b>A4</b><br>D-Saccharic Acid       | <b>A5</b><br>Succinic Acid     | <b>A6</b><br>D-Galactose                                        | <b>A7</b><br>L-Aspartic Acid                   | <b>A8</b><br>L-Proline                         | <b>A9</b><br>D-Alanine                            | <b>A10</b><br>D-Trehalose         | <b>A11</b><br>D-Mannose         | <b>A12</b><br>Dulcitol        |
| <b>B1</b><br>D-Serine               | <b>B2</b><br>D-Sorbitol                           | <b>B3</b><br>Glycerol                     | <b>B4</b><br>L-Fucose               | <b>B5</b><br>D-Glucuronic Acid | <b>B6</b><br>D-Gluconic Acid                                    | <b>B7</b><br>D,L- $\alpha$ -Glycerol Phosphate | <b>B8</b><br>D-Xylose                          | <b>B9</b><br>L-Lactic Acid                        | <b>B10</b><br>Formic Acid         | <b>B11</b><br>D-Mannitol        | <b>B12</b><br>L-Glutamic Acid |
| <b>C1</b><br>D-Glucose-6-Phosphate  | <b>C2</b><br>D-Galactonic Acid- $\gamma$ -Lactone | <b>C3</b><br>D,L-Malic Acid               | <b>C4</b><br>D-Ribose               | <b>C5</b><br>Tween 20          | <b>C6</b><br>D-Rhamnose                                         | <b>C7</b><br>D-Fructose                        | <b>C8</b><br>Acetic Acid                       | <b>C9</b><br>$\alpha$ -D-Glucose                  | <b>C10</b><br>Maltose             | <b>C11</b><br>D-Melibiose       | <b>C12</b><br>Thymidine       |
| <b>D1</b><br>L-Asparagine           | <b>D2</b><br>D-Aspartic Acid                      | <b>D3</b><br>D-Gluco-saminic Acid         | <b>D4</b><br>1,2-Propanediol        | <b>D5</b><br>Tween 40          | <b>D6</b><br>$\alpha$ -Keto-Glutaric Acid                       | <b>D7</b><br>$\alpha$ -Keto-Butyric Acid       | <b>D8</b><br>$\alpha$ -Methyl-D-Galactoside    | <b>D9</b><br>$\alpha$ -D-Lactose                  | <b>D10</b><br>Lactulose           | <b>D11</b><br>Sucrose           | <b>D12</b><br>Uridine         |
| <b>E1</b><br>L-Glutamine            | <b>E2</b><br>m-Tartaric Acid                      | <b>E3</b><br>D-Glucose-1-Phosphate        | <b>E4</b><br>D-Fructose-6-Phosphate | <b>E5</b><br>Tween 80          | <b>E6</b><br>$\alpha$ -Hydroxy Glutaric Acid- $\gamma$ -Lactone | <b>E7</b><br>$\alpha$ -Hydroxy Butyric Acid    | <b>E8</b><br>$\beta$ -Methyl-D-Glucoside       | <b>E9</b><br>Adonitol                             | <b>E10</b><br>Maltotriose         | <b>E11</b><br>2-Deoxy Adenosine | <b>E12</b><br>Adenosine       |
| <b>F1</b><br>Glycyl-L-Aspartic Acid | <b>F2</b><br>Citric Acid                          | <b>F3</b><br>Myo-Inositol                 | <b>F4</b><br>D-Threonine            | <b>F5</b><br>Fumaric Acid      | <b>F6</b><br>Bromo-Succinic Acid                                | <b>F7</b><br>Propionic Acid                    | <b>F8</b><br>Mucic Acid                        | <b>F9</b><br>Glycolic Acid                        | <b>F10</b><br>Glyoxylic Acid      | <b>F11</b><br>D-Cellobiose      | <b>F12</b><br>Inosine         |
| <b>G1</b><br>Glycyl-L-Glutamic Acid | <b>G2</b><br>Tri-carbballylic Acid                | <b>G3</b><br>L-Serine                     | <b>G4</b><br>L-Threonine            | <b>G5</b><br>L-Alanine         | <b>G6</b><br>L-Alanyl Glycine                                   | <b>G7</b><br>Acetoacetic Acid                  | <b>G8</b><br>N-Acetyl- $\beta$ -D-Manno-samine | <b>G9</b><br>Mono Methyl Succinate                | <b>G10</b><br>Methyl Pyruvate     | <b>G11</b><br>D-Malic Acid      | <b>G12</b><br>L-Malic Acid    |
| <b>H1</b><br>Glycyl-L-Proline       | <b>H2</b><br>p-Hydroxy Phenyl Acetic Acid         | <b>H3</b><br>m-Hydroxy Phenyl Acetic Acid | <b>H4</b><br>Tyramine               | <b>H5</b><br>D-Psicose         | <b>H6</b><br>L-Lyxose                                           | <b>H7</b><br>Glucuronamide                     | <b>H8</b><br>Pyruvic Acid                      | <b>H9</b><br>L-Galactonic Acid- $\gamma$ -Lactone | <b>H10</b><br>D-Galacturonic Acid | <b>H11</b><br>Phenylethylamine  | <b>H12</b><br>2-Amino-ethanol |

**Table S25.** Phenotypic microarray assay of *C. japonicus*, *C. pinensis*, and *S. marcescens* metabolic activity on various carbon sources tested on PM2. Table corresponds to Figure 4 panels D-F. Metabolic activity was determined using dye reduction kinetic curves from an OmniLog where activity is positively correlated with the numeric value.

|                                         |                                        |                                       |                                     |                                      |                                           |                                            |                                            |                                                |                                            |                                            |                                                            |
|-----------------------------------------|----------------------------------------|---------------------------------------|-------------------------------------|--------------------------------------|-------------------------------------------|--------------------------------------------|--------------------------------------------|------------------------------------------------|--------------------------------------------|--------------------------------------------|------------------------------------------------------------|
| <b>A1</b><br>Negative Control           | <b>A2</b><br>Chondroitin Sulfate C     | <b>A3</b><br>$\alpha$ -Cyclo-dextrin  | <b>A4</b><br>$\beta$ -Cyclo-dextrin | <b>A5</b><br>$\gamma$ -Cyclo-dextrin | <b>A6</b><br>Dextrin                      | <b>A7</b><br>Gelatin                       | <b>A8</b><br>Glycogen                      | <b>A9</b><br>Inulin                            | <b>A10</b><br>Laminarin                    | <b>A11</b><br>$\alpha$ -Mannan             | <b>A12</b><br>Pectin                                       |
| <b>B1</b><br>N-Acetyl-Galactosamine     | <b>B2</b><br>N-Acetyl Neura-minic Acid | <b>B3</b><br>$\beta$ -D-Allose        | <b>B4</b><br>Amygdalin              | <b>B5</b><br>D-Arabinose             | <b>B6</b><br>D-Arabitol                   | <b>B7</b><br>L-Arabitol                    | <b>B8</b><br>Arbutin                       | <b>B9</b><br>2-Deoxy-D-Ribose                  | <b>B10</b><br>i-Erythritol                 | <b>B11</b><br>D-Fucose                     | <b>B12</b><br>3-O- $\beta$ -D-Galactopyranosyl-D-Arabinose |
| <b>C1</b><br>Gentiobiose                | <b>C2</b><br>L-Glucose                 | <b>C3</b><br>Lactitol                 | <b>C4</b><br>D-Melezitose           | <b>C5</b><br>Maltitol                | <b>C6</b><br>$\alpha$ -Methyl-D-Glucoside | <b>C7</b><br>$\beta$ -Methyl-D-Galactoside | <b>C8</b><br>3-Methyl Glucose              | <b>C9</b><br>$\beta$ -Methyl-D-Glucuronic Acid | <b>C10</b><br>$\alpha$ -Methyl-D-Mannoside | <b>C11</b><br>$\beta$ -Methyl-D-Xyloside   | <b>C12</b><br>Palatinose                                   |
| <b>D1</b><br>D-Raffinose                | <b>D2</b><br>Salicin                   | <b>D3</b><br>Sedo-heptulosan          | <b>D4</b><br>L-Sorbose              | <b>D5</b><br>Stachyose               | <b>D6</b><br>D-Tagatose                   | <b>D7</b><br>Turanose                      | <b>D8</b><br>Xylitol                       | <b>D9</b><br>N-Actyl-D-Glucosaminitol          | <b>D10</b><br>$\gamma$ -Amino-Butyric Acid | <b>D11</b><br>$\delta$ -Amino-Valeric Acid | <b>D12</b><br>Butyric Acid                                 |
| <b>E1</b><br>Capric Acid                | <b>E2</b><br>Caproic Acid              | <b>E3</b><br>Citraconic Acid          | <b>E4</b><br>Citramalic Acid        | <b>E5</b><br>D-Glucosamine           | <b>E6</b><br>2-Hydroxy Benzoic Acid       | <b>E7</b><br>4-Hydroxy Benzoic Acid        | <b>E8</b><br>$\beta$ -Hydroxy Butyric Acid | <b>E9</b><br>Glycolic Acid                     | <b>E10</b><br>$\alpha$ -Keto-Valeric Acid  | <b>E11</b><br>Itaconic Acid                | <b>E12</b><br>5-Keto-D-Gluconic Acid                       |
| <b>F1</b><br>D-Lactic Acid Methyl Ester | <b>F2</b><br>Malonic Acid              | <b>F3</b><br>Melibionnic acid         | <b>F4</b><br>Oxalic Acid            | <b>F5</b><br>Oxalomalic Acid         | <b>F6</b><br>Quinic Acid                  | <b>F7</b><br>D-Ribono-1,4-Lactone          | <b>F8</b><br>Sebacic Acid                  | <b>F9</b><br>Sorbic Acid                       | <b>F10</b><br>Succinamic Acid              | <b>F11</b><br>D-Tartaric Acid              | <b>F12</b><br>L-Tartaric Acid                              |
| <b>G1</b><br>Acetamide                  | <b>G2</b><br>L-Alaninamide             | <b>G3</b><br>N-Acetyl-L-Glutamic Acid | <b>G4</b><br>L-Arginine             | <b>G5</b><br>Glycine                 | <b>G6</b><br>L-Histidine                  | <b>G7</b><br>L-Homoserine                  | <b>G8</b><br>Hydroxy-L-Proline             | <b>G9</b><br>L-Isoleucine                      | <b>G10</b><br>L-Leucine                    | <b>G11</b><br>L-Lysine                     | <b>G12</b><br>L-Methionine                                 |
| <b>H1</b><br>L-Ornithine                | <b>H2</b><br>L-Phenyl-alanine          | <b>H3</b><br>L-Pyro-glutamic Acid     | <b>H4</b><br>L-Valine               | <b>H5</b><br>D,L-Carnitine           | <b>H6</b><br>Sec-Butylamine               | <b>H7</b><br>D,L-Octopamine                | <b>H8</b><br>Putrescine                    | <b>H9</b><br>Dihydroxy Acetone                 | <b>H10</b><br>2,3-Butanediol               | <b>H11</b><br>2,3-Butanedione              | <b>H12</b><br>3-Hydroxy-2-Butanone                         |

**Table S26.** Phenotypic microarray assay of *C. japonicus*, *C. pinensis*, and *S. marcescens* metabolic activity on various nitrogen sources tested on PM3. Table corresponds to Figure 4 panels G-I. Metabolic activity was determined using dye reduction kinetic curves from an OmniLog where activity is positively correlated with the numeric value.

|                                       |                                          |                                 |                            |                              |                              |                                         |                                     |                                     |                                         |                                      |                                        |
|---------------------------------------|------------------------------------------|---------------------------------|----------------------------|------------------------------|------------------------------|-----------------------------------------|-------------------------------------|-------------------------------------|-----------------------------------------|--------------------------------------|----------------------------------------|
| <b>A1</b><br>Negative Control         | <b>A2</b><br>Ammonia                     | <b>A3</b><br>Nitrite            | <b>A4</b><br>Nitrate       | <b>A5</b><br>Urea            | <b>A6</b><br>Biuret          | <b>A7</b><br>L-Alanine                  | <b>A8</b><br>L-Arginine             | <b>A9</b><br>L-Asparagine           | <b>A10</b><br>L-Aspartic Acid           | <b>A11</b><br>L-Cysteine             | <b>A12</b><br>L-Glutamic Acid          |
| <b>B1</b><br>L-Glutamine              | <b>B2</b><br>Glycine                     | <b>B3</b><br>L-Histidine        | <b>B4</b><br>L-Isoleucine  | <b>B5</b><br>L-Leucine       | <b>B6</b><br>L-Lysine        | <b>B7</b><br>L-Methionine               | <b>B8</b><br>L-Phenylalanine        | <b>B9</b><br>L-Proline              | <b>B10</b><br>L-Serine                  | <b>B11</b><br>L-Threonine            | <b>B12</b><br>L-Tryptophan             |
| <b>C1</b><br>L-Tyrosine               | <b>C2</b><br>L-Valine                    | <b>C3</b><br>D-Alanine          | <b>C4</b><br>D-Asparagine  | <b>C5</b><br>D-Aspartic Acid | <b>C6</b><br>D-Glutamic Acid | <b>C7</b><br>D-Lysine                   | <b>C8</b><br>D-Serine               | <b>C9</b><br>D-Valine               | <b>C10</b><br>D-Citrulline              | <b>C11</b><br>D-Homoserine           | <b>C12</b><br>D-Ornithine              |
| <b>D1</b><br>N-Acetyl-L-Glutamic Acid | <b>D2</b><br>N-Phthaloyl-L-Glutamic Acid | <b>D3</b><br>L-Pyrogutamic Acid | <b>D4</b><br>Hydroxylamine | <b>D5</b><br>Methylamine     | <b>D6</b><br>N-Amylamine     | <b>D7</b><br>N-Butylamine               | <b>D8</b><br>Ethylamine             | <b>D9</b><br>Ethanolamine           | <b>D10</b><br>Ethylene-diamine          | <b>D11</b><br>Putrescine             | <b>D12</b><br>Agmatine                 |
| <b>E1</b><br>Histamine                | <b>E2</b><br>β-Phenylethylamine          | <b>E3</b><br>Tyramine           | <b>E4</b><br>Acetamide     | <b>E5</b><br>Formamide       | <b>E6</b><br>Glucuronamide   | <b>E7</b><br>D,L-Lactamide              | <b>E8</b><br>D-Glucosamine          | <b>E9</b><br>D-Galactosamine        | <b>E10</b><br>D-Mannosamine             | <b>E11</b><br>N-Acetyl-D-Glucosamine | <b>E12</b><br>N-Acetyl-D-Galactosamine |
| <b>F1</b><br>N-Acetyl-D-Mannosamine   | <b>F2</b><br>Adenine                     | <b>F3</b><br>Adenosine          | <b>F4</b><br>Cytidine      | <b>F5</b><br>Cytosine        | <b>F6</b><br>Guanine         | <b>F7</b><br>Guanosine                  | <b>F8</b><br>Thymine                | <b>F9</b><br>Thymidine              | <b>F10</b><br>Uracil                    | <b>F11</b><br>Uridine                | <b>F12</b><br>Inosine                  |
| <b>G1</b><br>Xanthine                 | <b>G2</b><br>Xanthosine                  | <b>G3</b><br>Uric Acid          | <b>G4</b><br>Alloxan       | <b>G5</b><br>Allantoin       | <b>G6</b><br>Parabanic Acid  | <b>G7</b><br>D,L-α-Amino-N-Butyric Acid | <b>G8</b><br>γ-Amino-N-Butyric Acid | <b>G9</b><br>ε-Amino-N-Caproic Acid | <b>G10</b><br>D,L-α-Amino-Caprylic Acid | <b>G11</b><br>δ-Amino-N-Valeric Acid | <b>G12</b><br>α-Amino-N-Valeric Acid   |
| <b>H1</b><br>Ala-Asp                  | <b>H2</b><br>Ala-Gln                     | <b>H3</b><br>Ala-Glu            | <b>H4</b><br>Ala-Gly       | <b>H5</b><br>Ala-His         | <b>H6</b><br>Ala-Leu         | <b>H7</b><br>Ala-Thr                    | <b>H8</b><br>Gly-Asn                | <b>H9</b><br>Gly-Gln                | <b>H10</b><br>Gly-Glu                   | <b>H11</b><br>Gly-Met                | <b>H12</b><br>Met-Ala                  |

**Table S27.** Thermochemolysis-GCMS of intermediately melanized *Hyaloscypha bicolor* demonstrates the initial necromass is largely comprised of lipids, carbohydrates, and unspecified compounds.

| Compound            | Average Relative Abundance |
|---------------------|----------------------------|
| Aromatic            | $0.0048 \pm 0.0002$        |
| Lipid               | $0.3615 \pm 0.0161$        |
| Nitrogen-containing | $0.1267 \pm 0.108$         |
| Sterol              | $0.0014 \pm 0.0003$        |
| Carbohydrates       | $0.2915 \pm 0.0124$        |
| Unspecified         | $0.2140 \pm 0.0163$        |

How the deposited data were processed for this re-analysis (not part of the article)

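The series holds 48 libraries, 3 for each of 16 conditions: *C. pinensis* and *S. marcescens* on glucose (0.2%), low melanin and high melanin necromass (1%), and *C. japonicus* on both necromass types, each in exponential (EXP) and stationary phase (STA). According to the paper, paired-end reads were aligned with HISAT2 and counted per gene with htseq-count in Galaxy, whose versions are not stated, and the counts were tested with DESeq2. The TPM of each gene in each library, as deposited by the authors after that alignment and counting, are the values used here; they sum to 1000000 in every library and carry no scaling between libraries. Read counts are not used here, so the depth per library and the precision it gives are not known, and no test on counts was run.

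Every condition, replicate and comparison was set from the sample labels. Of 22 comparisons in the design, those of *S. marcescens* on necromass against glucose were left out, with the correlations that need them, because none of the 5021 identifiers of its glucose table occurs among the 5324 of its necromass tables. In *C. pinensis* the tables share 7134 genes of 7199 on glucose and 7156 on necromass. That left 18 comparisons of 3 against 3 libraries. *C. japonicus* genes have no names here and no glucose libraries.

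Each comparison kept genes with a mean of at least 1 TPM over its 6 libraries and fitted log2(TPM + 1) in limma 3.58.1 (R 4.3.3) with 2 groups, moderated with a mean-variance trend, and Benjamini-Hochberg adjustment over the genes kept. A gene was called at an adjusted p under 0.01 and a log2 fold change of at least 1 in size. The paper's own threshold is a P-value under 0.01 and it states no minimum fold. Because TPM are shares of a total, the same fit was also made after each library was centred on its median gene; the values of single genes in the text come from that fit, and the counts from both. Differences between phase responses were fitted as interactions in the same way. The share of genes whose groups do not overlap by chance alone is 10% for 3 against 3. A correlation of fold changes is Pearson's r across genes, set beside 100 simulated data sets with no response, in which only the glucose libraries were shared.

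Genes were named by a rule set from the paper: every gene the paper names, and per comparison those with the largest fold change in each direction among genes called with a mean of at least 10 TPM in the higher group, and the leading members of lists with an adjusted camera p under 0.05. Those picked by fold change had to be called in the TPM as they stand, with no overlap between the libraries of the 2 groups. More places went to genes with a name than to genes without. Values in the paper's tables were known when this was set. A further number of *S. marcescens* symbols on glucose, such as *nirD*, *ntrC*, *glnA*, *chiA* and *amyA*, stand for products the paper names and were chosen once the table had been seen. Lists of the paper's own genes (the beta-glucan locus, the fungal cell wall locus, the CAZyme-encoding and nitrogen genes) and lists by function (ribosomal proteins, ATP synthase, flagella and chemotaxis, chaperones, glyoxylate shunt and gluconeogenesis, TCA cycle, TonB-dependent receptors, siderophore uptake, oxidative stress, nitrogen assimilation, amino acid degradation, stationary phase markers) were tested with camera in the TPM as they stand, with a preset correlation of 0.01 and with an estimated one. The study named the genes of its own lists with results from these libraries at hand. A test of such a list on a comparison its genes were chosen from is no independent evidence. For *C. pinensis* the functional lists rest on gene symbols, which only 685 of 7221 genes have, a change from the rule first written. Locus tags were paired by a reference table that gives an old tag for 7078 genes, and product names come from the paper's tables. The L8N14 numbers of the paper were taken as the RS tags with the same digits.

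The procedure was tested on simulated libraries with the spread of the real ones. Of genes changed by a log2 fold of 1.5, 66% were called for *C. pinensis* on glucose, 48% for its phases on low melanin necromass, 50.5% for *S. marcescens* and 97% for *C. japonicus* on low melanin necromass, with 0 to 4 false calls; of genes changed by 3, 86% to 100% were. When every gene was shifted by 1, 2970 of 6523 unchanged genes were called for *C. pinensis* on glucose, and 0 after centring. Lists of 10 genes raised or lowered were called by camera in every simulated comparison, and 0 of 20 unchanged lists in each. The simulated genes varied independently of one another. The simulation therefore cannot show how often camera calls unchanged lists whose genes move together. In the real data the estimated correlation reached, for one, 0.925 among *C. pinensis* ribosomal protein genes on glucose.

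The alternatives tried were other pseudocounts, other filters, median centring, quantile normalization, TPM rescaled over shared genes or without rRNA and tRNA genes, a fit without trend, all groups in 1 fit, replicate numbers as blocks, other thresholds, and leaving out each library in turn; the closing section gives their effect. Replicate numbers were not taken to pair the libraries: in 0 of 18 comparisons did every pair of the same number correlate above 0.1 after group means were removed. In 1 of them, *C. japonicus* NecHi EXP vs NecHi STA, every library was closest to its own number (r = 0.0828 to 0.211). Whether libraries of the same number come from the same culture is not stated, so pairing stays undetermined.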

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

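The tests of the 2 patterns weighed in this part were chosen after the results were seen. The tests of single genes were not, apart from those without NecLo STA replicate 1 and those with protein-coding genes alone.

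The phase response of several *C. pinensis* genes named in the paper differed between low melanin necromass and glucose, tested as an interaction in limma and given relative to the median gene, in log2. A response is exponential minus stationary and keeps its sign. A smaller one can therefore be a smaller rise, a change of direction or a deeper fall, and a larger one a smaller fall. The 6 nitrogen genes listed for necromass, *cpin_4284* among them, were already below 0 on glucose (-1.26 to -0.49). Of 41 genes, 6 had a larger and 11 a smaller response on necromass. In the TPM as they stand these were 16 and 1. It was larger on necromass for *cpin_5109* (3.16), the locus genes *cpin_2191* (2.45) and *cpin_2192* (2.61), the chitinase gene *cpin_2580* (2.04), the histidine ammonia-lyase gene *cpin_2006* (1.86) and the alanine dehydrogenase family gene *cpin_3374* (2.36), and smaller for *cpin_4822* (-2.82). This gene lies near the floor, and in the TPM as they stand its difference was not called with a pseudocount of 0.1 (-3.04) or 5 (-0.63), with protein-coding genes alone (-2.54), or without any 1 of 7 of the 12 libraries (-1.65 to -1.45). The other 10 smaller responses (-2.67 to -1.06), among them those of *cpin_1779* (-2.67), *cpin_4284* (-2.50), *cpin_0731* (-2.03), *cpin_0730* (-1.91), *cpin_5260* (-1.90) and *cpin_1924* (-1.74), were called relative to the median gene but not in the TPM as they stand. Other settings without centring call some of them: a pseudocount of 0.1 *cpin_1779* (-3.06), leaving out rRNA and tRNA genes *cpin_1779* (-1.98) and *cpin_0730* (-1.05), protein-coding genes alone these (-2.54 and -1.39) and *cpin_5260* (-1.24), an adjusted p under 0.05 *cpin_1779*, leaving out Glc STA replicate 1 *cpin_0730* (-1.01) and *cpin_0731* (-1.13), and leaving out NecLo STA replicate 1 *cpin_4284* (-1.90). The response of *cpin_2006* was also larger on low than on high melanin necromass (2.05), as was that of the *S. marcescens* chitinase gene L8N14_01905 (1.69); *cpin_0730* (-1.97), *cpin_0731* (-1.71) and *cpin_2185* (-1.93) had a smaller response on low melanin necromass, called relative to the median gene but not in the TPM as they stand. There, an unadjusted p under 0.01 or an adjusted p under 0.05 call all 3, a mean of at least 10 TPM and all groups in 1 fit call *cpin_2185* (-1.26), as does leaving out NecHi EXP replicate 3 (-1.47), and leaving out NecHi STA replicate 3 calls *cpin_0730* (-1.59).

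Between low and high melanin necromass in exponential growth, *cpin_2006* was higher on low melanin necromass (2.22), and *cpin_0730* (-1.72), *cpin_0731* (-1.65), *cpin_1924* (-1.497), *cpin_1779* (-2.97) and *cpin_6741* (-1.11) were lower; *cpin_6741* was not called in the TPM as they stand without NecLo EXP replicate 1 (-1.04), 2 (-1.07) or 3 (-0.96), or NecHi EXP replicate 3 (-0.86), or with all groups in 1 fit or a fit without trend (-1.02). In *S. marcescens* L8N14_01950 was lower in exponential growth (-1.18), and L8N14_01905 (-1.68), L8N14_01950 (-2.41) and L8N14_14090 (-1.31) were lower in the stationary phase; L8N14_14090 was not called with quantile normalization (-1.20). Each passed limma's test both relative to the median gene and in the TPM as they stand.

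Some of the most abundant RNAs lie outside the genes the paper discusses, and changed by at least 4 on the log2 scale between groups. In *C. pinensis*, *cpin_3167*, a hypothetical protein, was far higher in stationary cells on necromass: -7.89 in NecLo EXP vs NecLo STA, -8.24 in NecHi EXP vs NecHi STA, 9.49 in NecLo STA vs Glc STA and 7.17 in NecHi STA vs Glc STA. The gene *cpin_3203* was higher in NecLo STA vs Glc STA (8.89 (1.62)), a value that NecLo STA replicate 1, weighed last in this part, raises; without that library it was 6.64 (0.23). Also far apart was *cpin_5325*, which carries no product name here, a gene of the stationary phase on glucose: -11.66 in Glc EXP vs Glc STA, -12.93 in NecLo STA vs Glc STA and -12.59 in NecHi STA vs Glc STA. In *S. marcescens* on glucose, *fimA_1* was higher in exponential growth (5.74) and *ybaY* (-4.87), *cspE_1* (-7.20), *cdd* (-6.45), *bphC* (-4.68), *betB_2* (-4.74), *hpcE_1* (-4.64), *hpcE_2* (-4.76) and HHJJBHNB_04061 (-7.13) were lower. L8N14_RS02665 (-4.49, NecLo EXP vs NecLo STA) and CJA_RS05360 of *C. japonicus* (-4.81, NecHi EXP vs NecHi STA) were lower in exponential growth too.

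The first pattern weighed is that most *C. pinensis* genes were higher in exponential than in stationary cells on low melanin necromass, the median gene by 1.49. A rise of rRNA and tRNA alone does not account for it, since the shift was still 1.32 with those genes left out and TPM rescaled. With the 10 most abundant genes left out it was 0.47, and 0.36 with 50 left out, so a few abundant RNAs, *cpin_3167*, the tmRNA and rRNA among them, may lower the TPM of other genes in the stationary phase. The same step took the shift from 0.82 to 0.22 on high melanin necromass, from 1.08 to 0.28 in *S. marcescens* on low melanin necromass, and left it at 0.54 for *C. japonicus* NecLo STA vs NecHi STA, where it had been 0.52. Whether cells held less of most mRNAs in the stationary phase, the biological reading the growth phases offer, cannot be tested with TPM and stays open, as do depth and reads from the necromass.

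The second pattern is that NecLo STA replicate 1 of *C. pinensis* stands apart. Its deviations from the other 2 libraries of its group had a spread of 0.668 over 5404 protein-coding genes, each library centred on its median gene, where the other libraries of the species had 0.138 to 0.482. A shift by a few abundant RNAs would vanish on centring, so the spread argues against it as the whole account. A swap with a library of another group needs a partner out of place there. With this library left out of its group, each of the other 17 correlated better with every library of its own group than with any of another, by at least 0.0142, which argues against a swap. Its own correlation separates the groups less well, at 0.897 with its group and 0.86 with NecHi STA, since replicates 2 and 3 correlated at 0.928 and 0.931 with a group that includes it and at 0.939 and 0.944 with NecHi STA. A wrong label on a sample from elsewhere stays open. Its rRNA took 22.9% of TPM against 47.3% and 40.4% in replicates 2 and 3, and *cpin_3167* alone 27.3%. The 100 genes raised most in it held 53 neighbouring pairs within 10 genes, and 1000 random sets 13.5 on average and 25 at most. Those sets were drawn gene by gene and ignore that neighbouring genes can vary together, so no cause is read from the count. Of the 100, *cpin_0065* (6.73), *cpin_3203* (6.68), *cpin_3201* (6.62), *cpin_0035* (6.37), *cpin_3210* (6.20) and *cpin_3215* (6.14) were raised most. A culture in another state, or a difference in how the library was made, may set this library apart and was not tested. No batch is given. Without this library, NecLo STA vs NecHi STA called 35 genes higher and 8 lower of 6254 relative to the median gene.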

How the results depend on the processing

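The settings tried only after the data were seen were protein-coding genes alone for *C. pinensis* and median centring with no minimum fold, while every other alternative, and the comparisons and threshold, were set before the data were examined, as were the lists except those by function for *C. pinensis*, which were rebuilt on gene symbols. Whether replicate numbers pair the libraries was tested as planned.

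The number of genes called by limma stayed within 1.5 times its value in all alternatives for 4 of 18 comparisons, *C. pinensis* Glc EXP vs Glc STA, *S. marcescens* Glc EXP vs Glc STA and NecLo EXP vs NecHi EXP, and *C. japonicus* NecHi EXP vs NecHi STA. Where it did not, the cause was not tested unless stated.

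With median centring the count went from 4356 to 2518 for *C. pinensis* NecLo EXP vs NecLo STA, from 3621 to 1240 for NecLo STA vs Glc STA, from 3192 to 2106 for NecHi EXP vs NecHi STA and from 9 to 19 for NecLo STA vs NecHi STA; from 2571 to 553, 916 to 487 and 545 to 273 for *S. marcescens* NecLo EXP vs NecLo STA, NecHi EXP vs NecHi STA and NecLo STA vs NecHi STA; and from 683 to 343 for *C. japonicus* NecLo STA vs NecHi STA. Quantile normalization gave 2454, 1139, 2105, 17, 543, 454, 214 and 320 in the same order. With protein-coding genes alone, NecLo EXP vs NecLo STA and NecLo STA vs Glc STA of *C. pinensis* gave 2642 and 836. By construction centring removes the shift of the median gene, which the text gives for each comparison.

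Without a minimum fold, which only adds genes, the count was 3094 in place of 1458 for *C. pinensis* NecLo EXP vs Glc EXP, 1541 for *S. marcescens* NecHi EXP vs NecHi STA, and 2283 in place of 1179, 318 in place of 86 and 2125 for *C. japonicus* NecLo EXP vs NecLo STA, NecLo EXP vs NecHi EXP and NecLo STA vs NecHi STA. With centring as well it was 3125, 2876, 1316, 2912 (from 1801), 454 and 19 for *C. pinensis* NecLo EXP vs Glc EXP, NecLo EXP vs NecLo STA, NecLo STA vs Glc STA, NecHi EXP vs Glc EXP, NecLo EXP vs NecHi EXP and NecLo STA vs NecHi STA; 974 and 346 for *S. marcescens* NecLo EXP vs NecLo STA and NecLo STA vs NecHi STA; and 2181, 342 and 1207 for *C. japonicus* NecLo EXP vs NecLo STA, NecLo EXP vs NecHi EXP and NecLo STA vs NecHi STA.

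Other thresholds and fits moved the comparisons of necromass types. For *C. pinensis* NecLo EXP vs NecHi EXP (229) a fit without trend gave 145, an unadjusted p under 0.01 415, an adjusted p under 0.05 388 and replicate blocks 396; for its NecLo STA vs NecHi STA, all groups in 1 fit gave 1253, the unadjusted p 1127 and the adjusted p under 0.05 1276. For *S. marcescens* NecLo STA vs NecHi STA these were 1069, 980 and 1065, with 253 for replicate blocks, 361 for a pseudocount of 5 and 346 for a mean of at least 10 TPM; a pseudocount of 5 gave 519 for its NecHi EXP vs NecHi STA. Replicate blocks left 16 of 18 counts within 1.5 times (ratios 0.464 to 1.73).

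Leaving out 1 library at a time gave, for *C. pinensis*, 2496 to 2867 (Glc EXP vs Glc STA), 1405 to 1488 (NecLo EXP vs Glc EXP), 3975 to 4587 (NecLo EXP vs NecLo STA), 2626 to 3739 (NecLo STA vs Glc STA), 1538 to 1943 (NecHi EXP vs Glc EXP), 2642 to 3266 (NecHi EXP vs NecHi STA), 1137 to 2153 (NecHi STA vs Glc STA; 1170 and 1176 without NecHi STA replicates 1 and 2, 1137 without Glc STA replicate 3), 103 to 341 (NecLo EXP vs NecHi EXP; 123, 103 and 109 without NecLo EXP replicates 1, 2 and 3) and 3 to 380 (NecLo STA vs NecHi STA; 380 without NecLo STA replicate 1, 4 and 3 without NecHi STA replicates 1 and 3). For *S. marcescens* it gave 2777 to 2853 (Glc EXP vs Glc STA), 1969 to 3067 and 638 to 1168 (EXP vs STA on NecLo and NecHi), 82 to 135 (NecLo EXP vs NecHi EXP) and 151 to 1675 (NecLo STA vs NecHi STA; 351, 1675 and 151 without NecLo STA replicates 1, 2 and 3, 155 and 154 without NecHi STA replicates 1 and 3). For *C. japonicus* it gave 1125 to 1242 and 1882 to 1945 (EXP vs STA on NecLo and NecHi), 61 to 105 and 654 to 742 (NecLo vs NecHi in EXP and STA).

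In some settings a correlation across genes moved by more than the standard deviation of its values with 1 library left out. This is a narrow measure, and is not the spread between replicates. For *C. pinensis* against Glc in EXP (0.890) it was 0.883 with a pseudocount of 0.1, 0.886 with no filter, 0.917 with a mean of at least 10 TPM and 0.886 with protein-coding genes alone, and 0.879 to 0.892 without 1 library; in STA (0.907) 0.932 with the stricter filter and 0.886 to 0.92 without 1 library. For the phases on both necromass types it was 0.844 and 0.893 in *C. pinensis* (0.862; pseudocount 0.1 and the stricter filter), 0.841 to 0.876 without 1 library, 0.487, 0.570 and 0.618 in *S. marcescens* (0.523; pseudocounts 0.1 and 5 and the stricter filter), 0.481 to 0.559 without 1 library, and 0.849 to 0.864 in *C. japonicus* (0.858).

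Of the genes the paper names, 17 differed in phase response between NecLo and Glc in *C. pinensis* (14 to 18 without 1 library, 9 with protein-coding genes alone). The total hides a turn in direction: with signs kept, 16 responses were larger and 1 smaller on NecLo, but 6 and 11 with median centring or quantile normalization. Between NecLo and NecHi it was 1 (1 to 5), with 2 for the stricter filter, 4 for median centring, with or without a minimum fold, quantile normalization and all groups in 1 fit, 6 for the unadjusted p and 7 for an adjusted p under 0.05. In *S. marcescens* it was 2 (1 to 10), with 1 for a pseudocount of 5 and for centring, with or without a minimum fold, 4 for the stricter filter, 7 for the unadjusted p and 5 for an adjusted p under 0.05.

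Of single genes named, 207 of 246 kept their call, or the lack of one, in every setting, counted from the TPM as they stand. So did 6 of 17 differences between phase responses. A change of direction was counted only where at least 1 of the 2 settings gave a call, so genes never called may have changed sign. In NecLo EXP vs NecLo STA *cpin_2185*, not called in the TPM as they stand, reversed to -1.27 with median centring, with or without a minimum fold, and to -1.19 with quantile normalization, and was 0.11 to 0.39 without 1 library. In NecLo STA vs Glc STA *cpin_1695* reversed to 0.98 with centring and no minimum fold, and the larger response of *cpin_6736* to phase on NecLo than on Glc reversed to -0.16 with median centring, with or without a minimum fold, and to -0.20 with quantile normalization. By the same rule, 108 of 136 list tests with camera kept their call, or the lack of one. The ribosomal list in NecHi STA vs Glc STA turned without Glc STA replicate 2 (adjusted p 0.0346, in a range of 0.0346 to 0.649 without 1 library). Leaving out rRNA and tRNA genes, rescaling over shared genes and protein-coding genes alone were run for *C. pinensis* only, since gene types are not used here for the others. TPM carry no depth, so what depth limits could not be given.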

Differences from the paper's values

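The counts, and the fold changes set against Tables S3, S5 and S6, are those of the TPM as they stand unless a setting is named. These carry no scaling between libraries, so a shift of the median gene can enter the differences from the paper's DESeq2 values. All comparisons in this part use thresholds of an adjusted p under 0.01 and a log2 fold change of at least 1, where the paper states a P-value under 0.01 and no minimum fold. Its 1150 upregulated genes in NecLo EXP vs Glc EXP equal the entries of Table S5 at a log2 fold change of at least 1, so its count there fits the same minimum, while on glucose it gives more than 2000 genes and Table S3 has 1403 such entries. None of the tests reported was chosen after the values were seen, with the following exceptions. These are the setting marked so, the log2 ratios of mean TPM and the displacement of names in Table S4. The *S. marcescens* symbols on glucose were also picked once the table had been seen. The alternatives counted were all set before the data were examined.

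For *C. pinensis* NecLo EXP vs NecLo STA the paper gives 1361 upregulated genes and 4036 were called here; within 1.5 times the paper's value are the counts with median centring (1274) and quantile normalization (1353), and none of the other 18 alternatives. For NecLo STA vs Glc STA the paper gives 1092 and 253 were called here, and none of 20 alternatives comes within 1.5 times (693 with median centring). For *C. japonicus* NecLo EXP vs NecLo STA the paper gives 548 and 970 were called here, within 1.5 times under median centring (496) and quantile normalization (496) and none of the other 16. For *S. marcescens* NecLo EXP vs NecLo STA the paper gives 219 and 2495 were called here, within 1.5 times under median centring (209) and quantile normalization (217) and none of the other 16. The counts for *C. pinensis* and *S. marcescens* on glucose and for NecLo EXP vs Glc EXP lie within 1.5 times of the paper's.

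Log2 fold changes of single genes in Table S3 (Glc EXP vs Glc STA), set against those in the TPM as they stand, differ by more than the SD between replicates for the following, out of 19 or 20 alternatives each. *cpin_6736* has 4.01 in the paper and 4.198 here, and the values come within 1 SD with quantile normalization only. *cpin_6737* has 4.14 in the paper and 4.21 here, and the values come within 1 SD with omission of Glc EXP replicate 3 only. *cpin_5260* has 3.47 in the paper and 3.65 here, and the values come within 1 SD with quantile normalization only. *cpin_4820* has 1.34 in the paper and 1.47 here, and the values come within 1 SD with quantile normalization, omission of Glc EXP replicate 2, omission of Glc EXP replicate 3 and omission of Glc STA replicate 3 only. *cpin_1662* has 2.85 in the paper and 3.18 here, and the values come within 1 SD with median centring and quantile normalization only. *cpin_1853* has 1.62 in the paper and 1.99 here, and the values come within 1 SD with pseudocount 5, median centring, quantile normalization, omission of Glc EXP replicate 2 and omission of Glc STA replicate 2 only. Under no alternative do the values meet for *cpin_4822* (3.82 in the paper, 1.82 here).

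The same comparison with Table S5 (NecLo EXP vs Glc EXP) gives these, with 20 alternatives each. *cpin_2187* has 7.21 in the paper and 7.83 here, and the values come within 1 SD with pseudocount 5, quantile normalization, omission of NecLo EXP replicate 3 and omission of Glc EXP replicate 3 only. *cpin_3792* has 4.98 in the paper and 4.50 here, and the values come within 1 SD with pseudocount 0.1 only. *cpin_0230* has 0.99 in the paper and 0.71 here, and the values come within 1 SD with omission of NecLo EXP replicate 3 and omission of Glc EXP replicate 3 only. Under no alternative do the values meet for *cpin_2580* (7.16 in the paper, 6.42 here), *cpin_2186* (6.31 in the paper, 7.28 here), *cpin_2184* (5.68 in the paper, 6.37 here), *cpin_5109* (7.64 in the paper, 7.34 here), *cpin_3374* (1.99 in the paper, 1.44 here) and *cpin_1695* (1.12 in the paper, 0.97 here).

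Table S6 (NecLo EXP vs NecLo STA) differs for 2 genes, with 20 alternatives each. *cpin_5109* has 4.39 in the paper and 6.16 here, and the values come within 1 SD with median centring only. *cpin_6736* has 3.60 in the paper and 5.20 here, and the values come within 1 SD with median centring only. Over the genes of this table the median difference, here minus paper, was 1.33 in the TPM as they stand and -0.19 relative to the median gene.

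With nothing added to TPM, the log2 ratio of mean TPM comes within 1 SD of the paper's value for 2 of these 18, *cpin_4822* (3.96) and *cpin_3792* (4.71), whose folds the 1 added to low TPM holds down. The genes of Table S3 correlate at r = 0.897 with those computed here over 1953 genes, those of Table S5 at 0.91 over 1951 and those of Table S6 at 0.626 over 445; the median difference, here minus paper, is 0.30, -0.23 and 1.33, and -0.01, -0.19 and -0.19 relative to the median gene. Tables S3 and S5 are held to 1998 entries and Table S6 to 453, all of these at 2.016 or more in the paper, a narrow range in which r is not comparable with the others.

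The paper states that the nitrogen gene *cpin_0230* was upregulated on low melanin necromass in exponential growth; here it lay 0.74 (0.11) above the median gene, short of the minimum fold, and is called with no minimum fold. In the stationary phase it states that *cpin_1695* and *cpin_5012* were upregulated; they lay 0.98 (adjusted p = 0.00848) and 0.82 (adjusted p = 0.0189) above the median gene and below glucose in the TPM as they stand, with *cpin_1695* called under median centring with no minimum fold, a setting chosen after the values were seen, while *cpin_4284* and *cpin_0230* were called relative to the median gene as the paper has it. It places *cpin_4822* among the most upregulated genes on glucose; here its fold lay among the lower ones called (1.51), held down by the 1 added to TPM near 0, since the log2 ratio of its mean TPM is 3.96. It states a rise above 6 on the log2 scale for *cpin_1779*, *chiA*, *chiB* and *glu16A* in the stationary phase; here *cpin_1779* rose by 5.34 and the others by 6.26, 7.28 and 7.69, and in the TPM as they stand *chiA* was below 6 as well (5.07). For *cpin_1779*, near 0 TPM on glucose, the log2 ratio of mean TPM with nothing added is 6.83, above that bound, and for *chiA* it is 5.24. It states that a nitrite reductase, aspartate ammonia-lyase and threonine ammonia-lyase rose in *S. marcescens* on glucose; the genes with those symbols, which are not known to be the paper's, lay at 0.54, -3.24 and 0.29, the last of them called higher in the TPM as they stand, while *glnA* (5.62) and *ntrC* (1.56) rose as stated. For CAZyme-encoding genes of *S. marcescens* it lists chitinases as raised on glucose, where *chiA1* fell, at -1.66 (not called in the TPM as they stand), and *chiA* and *chiB* were not called. These symbols too are not known to be the paper's genes, and since product names in Table S4 may be displaced from their values (r = 0.574 as printed and 0.856 displaced), the direction the paper gives is not set against them.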

Other observations

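The displacement of names in Table S4 was tested after it had been seen; the splits of libraries were set earlier.

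The cluster of *C. pinensis* from *cpin_3816* to *cpin_3825* encodes the NADH-quinone oxidoreductase, and on high melanin necromass *nuoI*, *nuoF* and *cpin_3824* were lower in exponential than in stationary cells, at -8.61 (standard error 0.21, adjusted p = 2.42e-07), -8.41 (0.30) and -9.25 (0.42). In the other direction, 5 of 8 ATP synthase genes were higher in exponential cells there, and 7 on low melanin necromass. The lipase gene *cpin_5346* was higher in stationary cells on high melanin necromass than on glucose, by 7.88 (standard error 0.15, adjusted p = 4.21e-08), and *thiC* lower, at -6.04. In exponential growth on high melanin necromass against glucose, the sugar phosphate genes *hxlA* and *hxlB* fell, at -9.10 (standard error 0.13, adjusted p = 5.18e-08) and -9.18 (0.11), with *hxlA* at 0.826 against 1081 TPM, as did the methionine synthesis gene *metE* (-6.22 (0.41)). Ribosomal protein genes were lower there as well, 34 of 50 of them by limma with a median of -1.10 (camera adjusted p 2.06e-15, or 0.368 with an estimated correlation). Rises on that necromass included *glu16A* (8.56 (0.43)), *chiB* (7.97 (0.41)), *chiA* (6.52), *cpin_1779* (5.65 (0.24)) and the tail collar genes *cpin_4898* and *cpin_4899* (6.89 and 7.02). Of its named lists, 10 of 13 beta-glucan locus genes, 6 of 9 fungal cell wall locus genes (8 adjusted over the list alone) and 10 of 13 CAZyme-encoding genes were called higher, and 1 of the latter, *cpin_5260* (-1.03), lower.

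Low and high melanin necromass differed for a set of *C. pinensis* genes in exponential growth that the paper does not report. *hxlB* and *hxlA* were higher on low melanin necromass by 6.42 (standard error 0.15, adjusted p = 2.11e-06) and 6.02 (standard error 0.22, adjusted p = 2.12e-05), *hxlB* at 225 against 1.52 TPM. So were *metE* (3.72 (0.46)), the gluconeogenesis gene *pckA* (2.98 (standard error 0.20, adjusted p = 0.00016)) and the tyrosine breakdown gene *hppD* (2.76 (0.21)), and the amino acid degradation list had 3 of 7 genes called (camera adjusted p 2.59e-06, or 0.252 with an estimated correlation). Lower on low melanin necromass were *cpin_1778* (-2.90), *cpin_1781* (-2.95) and *cpin_1785* (-2.92), which surround *cpin_1779*, and 3 of 13 genes of the beta-glucan locus, whose median was -0.85 (camera adjusted p 5.06e-09, or 0.252). In stationary cells *thiC* was higher on low melanin necromass by 5.25 (standard error 0.43, adjusted p = 0.0019), a call lost in the TPM as they stand without NecHi STA replicate 1 (4.46) or 3 (4.71). The fungal cell wall locus had 0 of 9 genes called there by limma, 5 adjusted over the list alone, with a median of 1.23 relative to the median gene; its call by camera was lost with an estimated correlation (0.417).

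Splits of the 6 libraries of each comparison into 3 and 3 number 10, too few for a share under 0.05, and in each comparison only 1 split, the real one, called as many genes as it did. Every other split mixes libraries of both groups, so a difference between the groups widens the spread within the split. Few calls follow from that alone, and no conclusion about chance is drawn from these counts. The real count and the highest of the other splits were, for *C. pinensis*, 2755 and 0 (Glc EXP vs Glc STA), 1458 and 0 (NecLo EXP vs Glc EXP), 4356 and 0 (NecLo EXP vs NecLo STA), 3621 and 0 (NecLo STA vs Glc STA), 1801 and 0 (NecHi EXP vs Glc EXP), 3192 and 0 (NecHi EXP vs NecHi STA), 1865 and 0 (NecHi STA vs Glc STA), 229 and 1 (NecLo EXP vs NecHi EXP) and 9 and 1 (NecLo STA vs NecHi STA). For *S. marcescens* they were 2869 and 0 (Glc EXP vs Glc STA), 2571 and 1 (NecLo EXP vs NecLo STA), 916 and 0 (NecHi EXP vs NecHi STA), 119 and 0 (NecLo EXP vs NecHi EXP) and 545 and 1 (NecLo STA vs NecHi STA), and for *C. japonicus* 1179 and 0, 1925 and 0 (EXP vs STA on NecLo and NecHi), 86 and 0 and 683 and 0 (NecLo vs NecHi in EXP and STA).

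Names in Table S4 and values computed here were set side by side by gene symbol, since that table's numbers cannot be paired with the glucose identifiers. Of 1998 entries held, 391 end in a symbol and 286 of those occur once and are listed on glucose. Over 89 symbols kept for the test, the table's log2 fold changes correlated with those computed here at r = 0.574 as printed, and at 0.856 when each of 8 blocks of identifiers was displaced by a number of places chosen on the other symbols. Blocks chose displacements of 0, 2 or 3 places, and 1 block with 4 symbols chose -4. Over all symbols, a displacement of 2 gave 0.79 and none gave 0.451. A candidate explanation is that some product names in that table stand a few places from their identifiers; it was found and tested on the same table, and the correlation of level with level (0.289 with no displacement and 0.312 with 2) separates the readings little. No biological explanation was tested. For that reason the product names of that table are not used here for *S. marcescens*. Products given beside L8N14 numbers are those of the paper's text, to which the same doubt may apply.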
